# Single-Cell RNA Sequencing Identifies Intra-Graft Population Heterogeneity in Acute Heart Allograft Rejection in Mouse

**DOI:** 10.3389/fimmu.2022.832573

**Published:** 2022-02-10

**Authors:** Yunhua Tang, Jiali Wang, Yixi Zhang, Jun Li, Maogen Chen, Yifang Gao, Meiqin Dai, Shengjie Lin, Xiaoshun He, Chenglin Wu, Xiaomin Shi

**Keywords:** transplantation, acute rejection, macrophages, endothelial cells, single-cell RNA sequencing

## Abstract

Transplant rejection remains a major barrier to graft survival and involves a diversity of cell types. However, the heterogeneity of each cell type in the allograft remains poorly defined. In the present study, we used single-cell RNA sequencing technology to analyze graft-infiltrating cells to describe cell types and states associated with acute rejection in a mouse heart transplant model. Unsupervised clustering analysis revealed 21 distinct cell populations. Macrophages formed five cell clusters: two resident macrophage groups, two infiltrating macrophage groups and one dendritic cell-like monocyte group. Infiltrating macrophages were predominantly from allogeneic grafts. Nevertheless, only one infiltrating macrophage cluster was in an active state with the upregulation of *CD40*, *Fam26f* and *Pira2*, while the other was metabolically silent. Re-clustering of endothelial cells identified five subclusters. Interestingly, one of the endothelial cell populations was almost exclusively from allogeneic grafts. Further analysis of this population showed activation of antigen processing and presentation pathway and upregulation of MHC class II molecules. In addition, Ubiquitin D was specifically expressed in such endothelial cell population. The upregulation of Ubiquitin D in rejection was validated by staining of mouse heart grafts and human kidney biopsy specimens. Our findings present a comprehensive analysis of intra-graft cell heterogeneity, describe specific macrophage and endothelial cell populations which mediate rejection, and provide a potential predictive biomarker for rejection in the clinic.

## Introduction

Organ transplantation is a preferred choice of treatment for patients with end stage diseases. Despite advances in the field, rejection remains a major barrier to both short-term and long-term graft survival. Currently, immunosuppressive drugs targeting T cells are widely used in the clinic, which effectively suppresses acute rejection and significantly improves short-term graft survival. Unfortunately, acute rejection still occurs even when T cells are depleted in some cases, indicating that non-T cell factors are involved in graft rejection (1, 2).

Rejection is a very complex process involving the participation and coordination of all types of immune cells and non-immune cells. Conventional methods, such as microarray and bulk RNA sequencing, have been extensively applied to explore the regulation network associated with rejection (3, 4). Our recent work reported a profile of lncRNAs in acute rejection which may provide potential diagnostic markers in the clinic (5). However, in the rejection response, information acquired by traditional assays is incomplete, especially those related to features of each specific cell type. Recently, techniques for single-cell RNA sequencing (scRNA-seq) have been developed and optimized which allow rapid and simultaneous detection of thousands of genes at the single-cell level. scRNA-seq has revolutionized our way to study the complexity of different cell types in an environment (6, 7). With scRNA-seq, Wu et al. successfully identified 16 cell types in a single human kidney allograft biopsy and found diverse immune cell infiltrates as well as novel endothelial cell states (8). However, due to limited sample size of kidney biopsy and the high heterogeneity of human samples, the results might be incomplete and skewed. Therefore, we chose to take advantage of scRNA-seq to study acute rejection in the well-established mouse heart transplant model.

In this study, we identified 21 cell populations. As expected, we observed known pathways associated with rejection, such as activation and expansion of T cells and NK cells. We also characterized heterogeneity of graft infiltrating macrophages. Importantly, we identified a novel endothelial cell subset which can function as antigen presenting cells that potentially mediate transplant rejection. The expression of Ubiquitin D was significantly higher in such endothelial cells, which was confirmed in the mouse allogeneic heart grafts and in the kidney biopsy specimens with rejection.

## Materials and Methods

### Animals

Male C57BL/6J and BALB/c mice aged eight to ten weeks were obtained from the Animal Experimental Center of Sun Yat-sen University. All animal care and experiments were approved by the Animal Care Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University.

### Heterotopic Cardiac Transplantation

Mouse heterotopic heart transplantation was performed as described in our previous study (9). Briefly, donor heart grafts were harvested from C57BL/6J mice or BALB/c mice and then transplanted into the abdominal cavity of recipient C57BL/6J mice *via* anastomosing the ascending aorta and pulmonary artery of the graft end-to-side to the recipient’s aorta and vena cava respectively. Daily transabdominal palpation was used for assessing graft survival, and graft rejection was defined as complete cessation of palpable heartbeats, confirmed by laparotomy. Heart grafts were harvested on Day 5 post-transplant for single-cell transcriptional profiling.

### Clinical Samples

Formalin-fixed, paraffin embedded kidney biopsy specimens were collected from 10 patients who accepted kidney transplantation at the First Affiliated Hospital of Sun Yat-sen University between July 2015 and August 2018. All 10 donors were enrolled in a voluntary organ donation program in China. The study procedure was approved by the Research Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University. Informed consent was obtained from every patient included in the study. The clinicopathologic variables of the patients are as shown in **Supplementary Table 1**.

### Single-Cell Dissociation

Single-cell RNA-seq experiments were performed in the laboratory of NovelBio Bio-Pharm Technology Co., Ltd. The mouse heart allografts were surgically removed and kept in MACS Tissue Storage Solution (Miltenyi Biotec) until processing. The tissue samples were processed as described below. In brief, samples were first washed with phosphate-buffered saline (PBS), minced into small pieces on ice and enzymatically digested with MACS containing150 U/mL collagenase II (Worthington), 275 U/mg collagenase IV (Worthington), 1.2U/mL dispase II (Roche) and 50 U/mL DNase I (Worthington) for 45 mins at 37°C (agitation twice). After digestion, samples were filtered through a 70µm cell strainer, and centrifuged at 300g for 5 min. After the supernatant was removed, the pelleted cells were suspended in red blood cell lysis buffer (Miltenyi Biotec) to lyse red blood cells. After washing with PBS containing 0.04% BSA, the cell pellets were re-suspended in PBS containing 0.04% BSA and re-filtered through a 35μm cell strainer. Dissociated single cells were then stained with AO/PI for viability assessment using Countstar Fluorescence Cell Analyzer.

### Single-Cell Sequencing

The scRNA-seq libraries were generated using the 10X Genomics Chromium Controller Instrument and Chromium Single Cell 3’ V3 Reagent Kits (10X Genomics, Pleasanton, CA) according to the standard protocol provided in the manual. In brief, cells were adjusted to 1000 cells/uL and loaded into each channel to generate single-cell Gel Bead-In-Emulsions (GEMs). After the RT step, GEMs were broken and barcoded cDNA was purified and amplified. The amplified barcoded cDNA was fragmented, poly A-tailed, ligated with adaptors and index PCR amplified. The final libraries were quantified using the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific) and the size distribution of the libraries were determined using a High Sensitivity DNA chip on a Bioanalyzer 2200 (Agilent). All libraries were sequenced by Illumina Sequencer (Illumina, San Diego, CA) on a 150 bp paired-end run.

### Single-Cell Sequencing Data Processing

scRNA-seq data analysis was performed by NovelBio Bio-Pharm Technology Co., Ltd. with NovelBrain Cloud Analysis Platform. Cellranger software (version 3.0.0) was used to generate fastp (10) files with default parameters and to align reads to the mouse genome (mm10 Ensemble: version 92). Cells containing over 200 expressed genes with mitochondria UMI rate below 20% were kept and mitochondria genes were removed. We applied the doubletCell function in the scran package to mark doublet cells and set the percentage of doublet cells at 5%.

Seurat package (version 2.3.4, https://satijalab.org/seurat/) was used for data normalization and analysis. Principal Component Analysis (PCA) was generated based on the scaled data with top 2000 highly variable genes. The first 10 principal components were selected as input for t-distributed stochastic neighbor embedding (tSNE) construction and UMAP construction. We used the function “FindAllMarkers” in Seurat to identify differentially expressed genes in each cell cluster with Wilcox rank sum test algorithm under the following criteria: 1. lnFC > 0.25; 2. P value<0.05; 3. min.pct>0.1. For further exploration, cells of the same cell type were selected for re-tSNE analysis, graph-based clustering and marker analysis.

### Gene Ontology Analysis

We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/) and Gene Ontology (http://www.geneontology.org/) (11). Fisher’s exact test was applied to identify significant GO categories and FDR was used to correct the P values.

### Pathway Analysis

We performed pathway analysis according to KEGG database. We used Fisher’s exact test to select significant pathways, and the threshold of significance was defined by P value and FDR (12).

### Quantitative Set Analysis for Gene Expression Analysis

QuSAGE analysis was performed as described (13).

### Gene Co-Regulation Analysis

We used the “find_gene_modules” function of Monocle 3 with default parameters to identity gene co-regulation network (14).

### Immunohistochemistry

After deparaffinization with dimethylbenzene, tissue sections were sequentially rehydrated with graded alcohols. The antigens were retrieved by boiling the sections in citrate–disodium hydrogen phosphate buffer (pH 6.0) with high pressure for 5 minutes. Endogenous peroxidase was inactivated by incubation with 0.3% hydrogen peroxide for 30 minutes. The slides were subsequently incubated with the primary antibody against FAT10 (ab134077, Abcam, USA) overnight at 4°C, incubated with the biotinylated secondary antibody and streptavidin peroxidase (Invitrogen, Grand Island, USA) for 30 minutes at 37°C, and developed with 3,3′-diaminobenzidine solution (GeneTech, Shanghai, China) before counter-staining with hematoxylin.

### Statistical Analysis

Statistical analysis was performed using SPSS v19.0 software (Chicago, IL, USA). Student t test or Wilcoxon rank-sum test was used. A value was considered statistically significant if P<0.05.

## Results

### scRNA-seq Identifies 21 Distinct Cell Types in Mouse Heart Allograft

To comprehensively analyze cell populations in acute rejection at the single-cell level, we performed 4 cases of heterotopic mouse heart transplantation (2 syngeneic and 2 allogeneic) and collected grafts on Day 5. For each graft, single-cell RNA profiling was performed using the 10x Chromium platform. 

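The data are the counts of unique molecular identifiers (UMIs) per gene and cell that the authors deposited for the 4 grafts, 2 allogeneic and 2 syngeneic, collected on day 5. The authors made them with Cell Ranger 3.0.0, aligning reads to mm10 and counting them on the genes of Ensembl 92, and the counts carry no normalization. The 53824 deposited cells and 30905 genes stand in a single merged matrix. Each barcode ends in a suffix from 1 to 4, the form in which Cell Ranger merges libraries, and neither the files nor the paper's text pairs a suffix with a graft. The 4 sets of cells are therefore called libraries 1 to 4 and the matrix was treated as 1 pooled sample. No allogeneic cell was set against a syngeneic cell, the libraries are not replicates of a known condition, and no value has replicates. Library totals ranged from 96020294 to 166079145 UMIs, and the median cell had 4807.5, 4759, 6319 and 9784 UMIs in libraries 1 to 4. The paper gives its depth as sequencing reads per cell, whereas every depth reported beside these data is in UMIs.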

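Cells with over 200 detected genes and under 20% mitochondrial UMIs were kept, the limits the paper states, and mitochondrial genes were removed. In place of the scran function the paper names, doublets were marked by simulation. In each library as many doublets as cells were made by adding random pairs of cells, and the 5% of cells with the highest share of simulated profiles among their 50 nearest neighbours were left out, which left 42395 cells. Counts were scaled to 10000 per cell and log-transformed, and the 2000 most variable genes gave 10 principal components. Cells were clustered on a shared-nearest-neighbour graph with the Leiden method at a resolution of 0.8, in place of Seurat's own clustering. A cluster was named after the cell type whose marker list had the highest share of genes detected in it, with at least 3 markers required, and is called endothelial-like, macrophage-like and so on. The marker lists hold genes that the paper uses for the same cell types. A high level of such a gene in a group named by it follows in part from the name. Levels are given as CPM, a gene's UMIs scaled by all non-mitochondrial UMIs of the same cells, with exact Poisson 95% intervals, and shares of cells with exact Clopper-Pearson 95% intervals. These intervals cover counting error only. Because depth differed between cell types, shares of cells with a UMI were also computed with cells thinned at random to 1000 UMIs, which leaves out the cells with fewer. Gene positions are those of GRCm38 in GENCODE M21.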

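Over the 53824 deposited cells, the median cell had UMIs from 2033 genes and the mean was 2362 genes. The library medians were 1831, 1619, 2328 and 2812 genes in libraries 1 to 4. The 44626 cells that passed the filter on genes and mitochondrial UMIs had a mean of 2658 genes and a median of 2496 genes, at a median depth of 7258.5 UMIs. The filter itself moved these values more than a higher minimum of 500 genes per cell did, which gave a mean of 2790.2 and a median of 2658 genes.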

In an initial quality control, on average, we detected transcripts from 2,033 different genes with 51,882 sequencing reads per cell in the merged data set. In total, we acquired 18,698 cells from 2 allogeneic heart grafts and 19,904 cells from 2 syngeneic heart grafts (**Supplementary Figure 1**). 

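At the resolution of 0.8, the 42395 cells fell into 28 clusters. The largest held 4923 cells and the smallest 115. By the marker rule, 25 clusters were named, as 12 classes of cells, and 3 clusters with 4006 cells stayed unnamed. In 14 of the 28 clusters over 90% of the cells came from a single library, which was library 2 for 6 clusters, library 3 for 1 and library 4 for 7. For these clusters, a difference from other clusters is also a difference from other libraries. The resolution moved the number of clusters most, to 19 at 0.4 and 38 at 1.6.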

With unsupervised clustering analysis using Seurat based on shared and unique patterns of gene expression, we identified 21 distinct cell clusters (**Figure 1A**). As expected, syngeneic grafts and allogeneic grafts displayed different patterns of cell populations (**Figure 1B**). We annotated cell clusters in accordance with signature gene expression and literature. In essence, we identified cardiomyocytes (1.80%, *Tnt2* ^+^, *Fabp3* ^+^), five types of endothelial cells (46.52%, *Cdh5* ^+^, *Gpihbp1* ^+^), three fibroblast populations (26.29%, *Dcn* ^+^, *Bgn* ^+^), T/NK cells (1.36%, *Cd3d* ^+^, *Cd3g* ^+^, Nkg7^+^, Gzma^+^), five types of macrophages (14.01%, *C1qc* ^+^, *Ctsc* ^+^), two granulocyte populations (3.27%, *S100a9* ^+^, *S100a8* ^+^), B cells (1.24%, *Ly6d* ^+^, *Cd79a* ^+^), smooth muscle cells (2.09%, *Mylk* ^+^), pericytes (3.37%, *Kcnj8* ^+^) and an undefined cell population (0.05%, unknown) (**Figures 1A, C**). 

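Endothelial-like cells made up 32.1% of the 42395 cells (interval 31.7 to 32.6) and expressed *Cdh5* (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) at 1212 CPM and *Gpihbp1* at 1569 CPM. A *Cdh5* UMI was found in 91.7% of them at a median depth of 5757 UMIs and in 11.5% of macrophage-like cells at a median depth of 14860, or in 66.0% and 1.31% after thinning. Pericyte-like cells, 4.18% of the cells, expressed *Kcnj8* at 531 CPM but also *Cdh5* at 774 CPM and *Gpihbp1* at 736 CPM. Smooth muscle-like cells (1.75%) expressed *Mylk* at 2013 CPM, against 289 CPM in the pericyte-like cells. Fibroblast-like cells (11.2%, interval 10.9 to 11.5) expressed *Dcn* at 13114 CPM and *Bgn* at 5667 CPM. Cardiomyocyte-like cells (2.93%) had the lowest median depth among the named classes apart from the dendritic-like cells, at 1338.5 UMIs, and expressed *Tnnt2* (ENSMUSG00000026414, chromosome 1, 135836354 to 135852260), the gene written as *Tnt2*, at 13716 CPM and *Fabp3* at 6849 CPM.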

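Macrophage-like cells made up 20.4% of the cells (interval 20.0 to 20.8) and expressed *C1qc* (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065) at 1722 CPM and *Ctsc* at 2403 CPM. Granulocyte-like cells (7.34%, interval 7.09 to 7.59) expressed *S100a9* at 81401 CPM and *S100a8* at 78424 CPM. An *S100a9* UMI was also found in 37.9% of endothelial-like cells, whose UMIs from *S100a8* and *S100a9* made up 0.301% in library 2 and at most 0.00832% in the other libraries. T/NK-like cells (4.38%, interval 4.19 to 4.58) expressed *Cd3d* at 769 CPM, *Cd3g* at 725 CPM, *Nkg7* at 1826 CPM and *Gzma* at 2620 CPM. A *Cd3d* UMI was found in 76.0% of them, at a median depth of 9038 UMIs, against 1.04% of endothelial-like cells. B-like cells (0.764%) expressed *Ly6d* at 1329 CPM and *Cd79a* at 2476 CPM. Dendritic-like (2.85%), Schwann-like (2.11%) and erythroid-like cells (0.559%) formed 3 further classes, and 9.45% of the cells stayed unnamed. The dendritic-like class is uncertain, since its median depth was 1280 UMIs, its share was 1.29% at a resolution of 1.6, and no such cluster was named at 0.4 or with 20 principal components. The Schwann-like cells, with a median depth of 2296 UMIs, also had *Dcn* at 3351 CPM with a UMI in 92.2% of them.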

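The shares differed widely between libraries. Endothelial-like cells were 47.6%, 34.1%, 43.2% and 5.93% of the cells of libraries 1 to 4, and macrophage-like cells 5.66%, 8.08%, 12.5% and 55.0%. Fibroblast-like cells were 0.136% of library 2 and 22.1% of library 1. This depends on the naming, because an unnamed cluster of 1032 cells, 1021 of them from library 2, had *Dcn* at 6127 CPM, *Bgn* at 1299 CPM and *Col3a1* at 1033 CPM in that library. Counted as fibroblast-like, an alternative added after the data were seen, it would bring the class to 8.31% of library 2 and 13.6% of all cells. Leaving out library 4 lowered the macrophage-like share to 8.53% and the T/NK-like share to 1.48%, and leaving out library 2 lowered the granulocyte-like share to 3.83%. Without library 1 the cardiomyocyte-like share was 1.63%, and the unnamed share was 4.85% without library 1, 5.74% without library 2 and 18.7% without library 3. No Schwann-like cluster was named without library 1 or library 3, and the Schwann-like share was 0.358% without library 2 and 0.515% without library 4. This class is as uncertain as the dendritic-like one, since it was also not named at a resolution of 0.4, with doublets kept or with at least 500 genes, and was 0.415% with 20 principal components. The erythroid-like share rose to 6.41% without library 1 and 1.33% without library 3, and the dendritic-like share was 1.33% without library 2 and 0.569% without library 4, with no such cluster named without library 3. The erythroid-like share was also uncertain, at 4.59% with doublets kept, 2.99% at a resolution of 1.6 and 1.38% with 20 principal components, and the class was not named with at least 500 genes. At the lower resolution of 0.4 no pericyte-like cluster was named, and the smooth muscle-like share rose to 5.89%.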

The full set of raw data of this study has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is available through the GEO accession number GSE151048.

**Figure 1:**
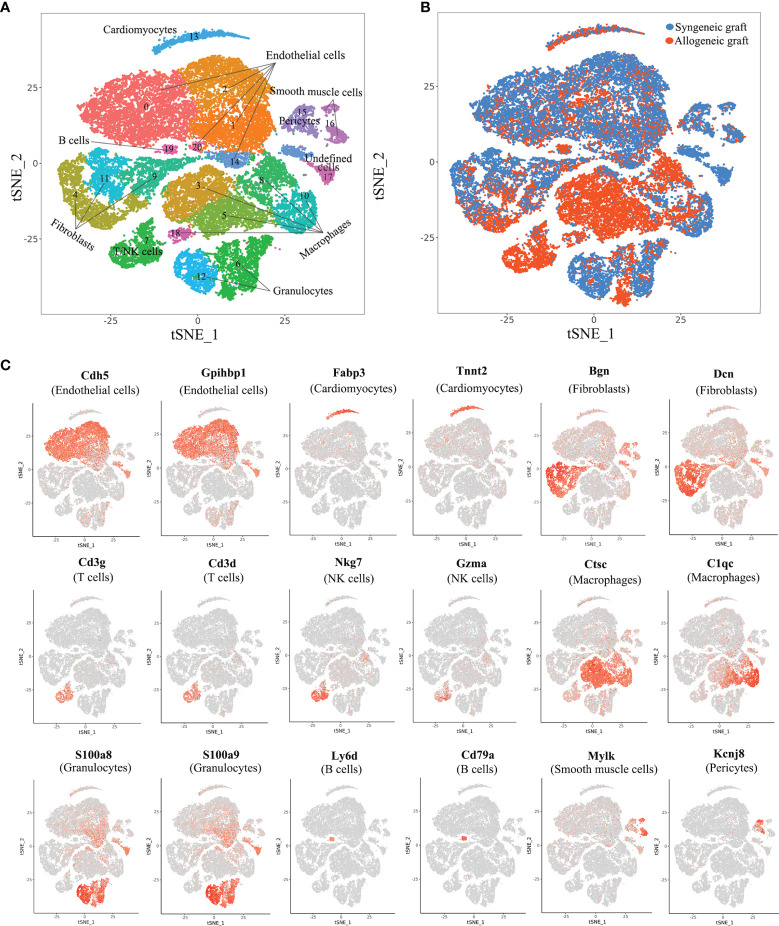
Comprehensive scRNA-seq analysis of cell types in syngeneic and allogeneic heart grafts. **(A)** Single-cell transcriptomes of cardiac cells in two syngeneic and two allogeneic heart grafts collected on Day 5 post-transplant were analyzed with an unsupervised dimensionality reduction algorithm (Seurat) to identify groups of cells with similar gene expression pattern. Each dot stands for a cell. **(B)** Distribution of cells originating from syngeneic graft or allogeneic graft as indicated in **(A)**. **(C)** Canonical cell markers were used to characterize cell clusters in the t-SNE plot, including endothelial cells, cardiomyocytes, fibroblasts, T cells, macrophages, granulocytes, B cells, smooth muscle cells and pericytes.

### Activation of T Cells and NK Cells in Allograft Rejection

It is known that T cells and NK cells play a significant role in acute rejection. We made further analysis of T/NK cells with single-cell transcriptomes. 

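The 1859 T/NK-like cells, 1399 of them from library 4, were clustered again at a resolution of 0.5. The variable genes used for this left out interferon-response, antigen-processing and MHC class II genes and the genes whose levels are compared between the resulting groups. The cells fell into 10 subclusters of 520 to 36 cells, numbered by size, with median depths from 1812 to 30406 UMIs. Subclusters 3 and 7, with 228 and 106 cells, were named as NK cells by their markers. All cells of subclusters 3, 5 and 10 and 504 of the 520 cells of subcluster 1 came from library 4. In subcluster 4, 158 of 204 cells came from library 2, and library 1 gave 74 of the 114 cells of subcluster 6 and 64 of the 106 cells of subcluster 7. Subcluster 4 stayed unnamed because genes of other cells led it, among them *Fabp4*, *Cd36*, *Gpihbp1*, *S100a8* and *S100a9*, and hemoglobin genes with *Myl2* and *Mb* led subcluster 6. A contrast between these groups of subclusters is therefore also a contrast between libraries. A lower resolution of 0.3 changed the number most, to 7 subclusters.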

Re-clustering of T/NK cells revealed seven T cell populations and two clusters of NK cells (**Figure 2A**). 

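*Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) had its highest level in subcluster 5, at 589 CPM (interval 561 to 618.5), followed by subcluster 2 at 386, subcluster 1 at 300.1, subcluster 6 at 233, subcluster 10 at 217 and subcluster 4 at 96.0 CPM. In the remaining subclusters it was at most 10.1 CPM. A *Cd8a* UMI was found in 85.2% of subcluster 5 at a median depth of 16383 UMIs and in 0 of the 106 cells of NK-named subcluster 7 at a median depth of 8404.5, which allows a share of up to 2.83%. Subclusters 1, 4 and 6 were mixed, with a *Cd8a* UMI in 34.6%, 24.0% and 34.2% of their cells.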

Cluste1,2,4,7 were characterized as CD8+ T cells due to the expression of CD8a. We also observed that Cluster 1 expressed genes previously associated with central memory T cells (Lef1, Cd69, Tcf7), and Cluster 2 expressed genes associated with effector T cells (Zeb2, Tnf, Ifng) (**Supplementary Figure 2**) (15). 

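*Lef1* (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) was highest in subcluster 4, at 431 CPM (interval 392 to 473), against 104 CPM in subcluster 1 and 18.2 CPM in subcluster 5. A *Lef1* UMI was found in 84.8% of subcluster 4 at a median depth of 4863.5 UMIs and in 31.6% of NK-named subcluster 3 at a median of 9460 UMIs, or in 36.0% and 4.82% after thinning. *Tcf7* was also highest in subcluster 4, at 314 CPM, against 174 CPM in subcluster 1 and 10.5 CPM in subcluster 5. *Cd69* ran the other way, with 54.7 CPM in subcluster 4, 238 CPM in subcluster 1 and 398 CPM in subcluster 6, which held the most. Subclusters 4 and 6 are the groups led by genes of other cells. *Zeb2* was highest in subcluster 5, at 177 CPM, and between 6.72 and 74.2 CPM elsewhere. *Ifng* (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) reached 4508 CPM (interval 4429 to 4588) in subcluster 5 and 1433 CPM in subcluster 2, and a UMI was found in 70.4% and 66.0% of their cells, against 0.980% of subcluster 4. *Tnf* was low throughout, with 24.7 CPM in subcluster 5, 34.6 CPM in subcluster 4 and its highest level of 58.7 CPM in subcluster 9, a group of 51 cells led by *Trdc* and *Cd163l1*. Subclusters 1, 2 and 5 are almost wholly from library 4, so the contrast of subcluster 5 with them holds within that library, which gave only 3 cells of subcluster 4.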

Combining the expression of signature marker genes, cell-proliferating gene (*Mki67*) and differentially expressed genes, we annotated these cell clusters as Central memory CD8^+^ T cells, Effector CD8^+^ T cells, Activated CD4^+^ T cells, Activated CD8^+^ T cells, Activated NK cells, Resting CD4^+^ T cells, Resting CD8^+^ T cells, Resting NK cells and Treg cells (**Figures 2A–C**). Additionally, a large number of metabolic pathways were stimulated in Activated CD4^+^ T cells, CD8^+^ T cells and NK cells, such as glycolysis/gluconeogenesis pathway, oxidative phosphorylation pathway, pyrimidine metabolism pathway and purine metabolism pathway (**Figure 2D**), which are involved in graft rejection (16). 

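*Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was highest in subclusters 8 and 2, at 818 and 521 CPM, and next in subcluster 1 at 103 CPM. In these subclusters the 19 S-phase genes made up 0.271% and 0.284% of UMIs and the 19 G2M genes 0.554% and 0.379%, against at most 0.191% and 0.182% elsewhere. *Cd3d* stood at 51.1 and 44.6 CPM in subclusters 3 and 7, at 202 CPM in subcluster 8 and between 642 and 1273 CPM in the rest. *Klrb1a* (ENSMUSG00000030361, chromosome 6, 128609227 to 128623533) was highest in subcluster 7 at 111 CPM, with 58.7 CPM in subcluster 3 and 28.8 CPM in subcluster 8, and at most 6.26 CPM elsewhere. *Cd4* was highest in subcluster 1, at 136 CPM, with a UMI in 38.1% of its cells, which also had *Cd8a* UMIs. *Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245) was likewise highest in subcluster 1, at 65.4 CPM. By its markers subcluster 1 was named as Treg cells, but this depends on the setting. With cells of at least 1000 UMIs, a separate subcluster of 60 cells led by *Foxp3* took that name. The 445 cells then matched to subcluster 1 stayed unnamed. A *Foxp3* UMI was found in 11.9% of subcluster 1 at a median depth of 7376.5 UMIs and in 0 of the 228 cells of subcluster 3, which allows up to 1.32%. Resting and activated states were not assigned to the subclusters.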

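The metabolic gene sets were written by hand and summed as a share of UMIs, without a set test. Over all 167 genes of the glycolysis, oxidative phosphorylation, citrate cycle, purine and pyrimidine sets, the highest shares were 5.55% in subcluster 10, 4.74% in subcluster 2 and 4.18% in subcluster 5, and the lowest was 1.94% in subcluster 4. The 25 glycolysis genes made up 1.43%, 1.19% and 1.08% of UMIs in subclusters 10, 2 and 5 and 0.330% in subcluster 4. Oxidative phosphorylation genes ranged from 1.37% in subcluster 4 to 3.43% in subcluster 10, citrate cycle genes from 0.108% to 0.244%, purine metabolism genes from 0.120% to 0.369% and pyrimidine metabolism genes from 0.0570% to 0.313%. NK-named subclusters 3 and 7 had 3.66% and 2.89% over all sets. The number of metabolic genes detected per cell was 126.0 in subcluster 2, 58.4 in subcluster 10 and 52.3 in subcluster 4, at median depths of 30406, 1812 and 4863.5 UMIs, and 32.8, 35.6 and 16.4 after thinning. Subcluster 10, which has only 36 cells, and subclusters 2, 3 and 5 were nearly all from library 4, and subcluster 4, which genes of endothelial cells and granulocytes led, mostly from library 2.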

Unsurprisingly, Activated T cells and NK cells predominantly comprised cells from allogeneic grafts, whereas Resting T cells predominantly comprised cells from syngeneic grafts (**Figure 2E**). Furthermore, we found enhanced expression of granzyme B (*Gzmb*) and interferon-γ (*Ifng*) in allogeneic heart grafts (**Figure 2F**), which is consistent with previous reports (17, 18).

**Figure 2:**
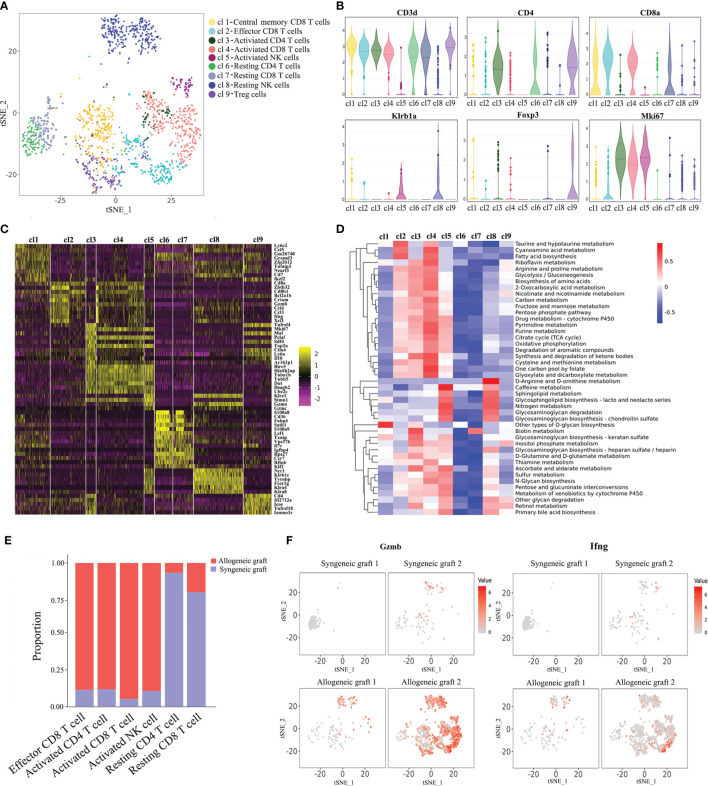
Characterization of T cells and NK cells. **(A)** Reclustering of T/NK cells with the t-SNE plot identifying seven T cell populations and two NK cell populations. **(B)** Violin plots displaying the expression of representative cell markers (CD3d for T cells, CD4 for CD4^+^ T cells, CD8a for CD8^+^ T cells, Klrb1a for NK cells, Foxp3 for Treg cells, Mki67 for proliferating cells). The y axis shows normalized read counts. **(C)** Heatmap of all T/NK cells clustered by recursive hierarchical clustering and Louvain–Jaccard clustering (Seurat) showing gene expression signatures in each cell population. **(D)** Quantitative Set Analysis for Gene Expression (QuSAGE) analysis examining active cellular metabolic pathways in each T/NK cell population. **(E)** Proportion of cells in each T/NK cell cluster from allogeneic or syngeneic graft. **(F)** Expression of Gzmb and Ifng in the allogeneic and syngeneic heart grafts in the t-SNE plots as shown in **(A)**.

### Macrophage Heterogeneity in Allograft Rejection

Currently, most immunosuppressive drugs target T cells. However, more and more studies demonstrate that innate immune cells play a more complex role (1). Monocyte infiltration is quantitatively associated with kidney allograft dysfunction during acute rejection (19). In our analysis, macrophages represent the largest immune cell population in allogeneic grafts, constituting 70.5% of total immune cells.

Re-clustering of macrophages revealed five subsets (m1~m5) (**Figure 3A**). Among them, m1 and m2 were characterized as resident macrophages due to the expression of *Cx3cr1* and *F13a1* (20, 21), while m3 and m4 were considered as infiltrating macrophages as indicated by the expression of *Ly6c2* and *Plac8* (22). 

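The 8639 macrophage-like and 1209 dendritic-like cells were clustered again in the same way as the T/NK-like cells and gave 13 subclusters, numbered by size. Subclusters 1, 2 and 3, with 2521, 1654 and 1433 cells, came from library 4 apart from 3 cells. Subcluster 4 held 1263 cells, of which 938 came from library 3 and 318 from library 1. Library 2 gave 834 of the 855 cells of subcluster 6 and 140 of the 145 cells of subcluster 9. Subclusters 5, 7 and 13 had low depth, with medians of 1169.5, 1300 and 3085 UMIs, against 11415 to 29135 in the rest. Subcluster 7 was led by genes of endothelial cells and subcluster 13 by hemoglobin genes. These 3 subclusters took 564, 305 and 58 of the 1209 dendritic-like cells, and the dendritic-named subclusters 8 and 12 took 140 and 67. A contrast of subclusters 1, 2 and 3 with subclusters 4, 6 and 9 is thus also a contrast between libraries, while subclusters 1, 2, 3 and the 699 of 860 cells of subcluster 5 that share library 4 can be compared within it. The number of subclusters was 11 at a resolution of 0.3 and 15 with all variable genes.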

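*Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) was highest in subcluster 4, at 381 CPM, and stood at 41.1 CPM in subcluster 9 and between 2.53 and 8.85 CPM in subclusters 1 to 3. A *Cx3cr1* UMI was found in 78.6% of subcluster 4 at a median depth of 13651 UMIs and in 5.65% of subcluster 3 at a median depth of 12703. *F13a1* (ENSMUSG00000039109, chromosome 13, 36867178 to 37050244) was highest in subcluster 9, at 2393 CPM, then in subcluster 6 at 1022 CPM and in subcluster 4 at 258 CPM, against 45.7 to 74.4 CPM in subclusters 1 to 3. *Ly6c2* (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) was highest in subcluster 3, at 2729 CPM, followed by subcluster 1 at 1252 CPM, subcluster 2 at 592 CPM and subcluster 5 at 558 CPM, and fell to 6.09 and 3.86 CPM in subclusters 4 and 9. *Plac8* (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) had 8338, 4284, 2003 and 2200.4 CPM in subclusters 3, 1, 2 and 5, and 24.5 and 21.7 CPM in subclusters 4 and 9. *Plac8* also reached 3255 CPM in subcluster 11, a group of 116 cells led by *Adgre4*, *Ear2* and *Ace* in which *Ly6c2* was 268 CPM. By the marker rule, subclusters 4 and 9 were named as resident and subcluster 3 as infiltrating. The lists behind these names hold *Cx3cr1*, *F13a1*, *Ly6c2* and *Plac8* themselves.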

CD209a is a marker for monocyte-derived dendritic cells (DC) (23) and Flt3 is a key regulator for the development of dendritic cells (**Figure 3B**) (24). Therefore, we annotated m5 as DC-like monocytes. Consistent with previous reports that infiltrating macrophages are associated with rejection, m3 and m4 clusters were predominantly from allogeneic grafts, while m1 and m2 clusters were majorly from syngeneic allografts (**Figure 3C**). Furthermore, on one hand, m1 and m2 adopted M2 macrophage phenotype as shown by a panel of M2 markers, including *Mrc1*, *Folr2* and *Cbr2*, suggesting a potential pro-repair role. On the other hand, m3 and m4 belonged to M1 macrophages as indicated by the expression of M1 proinflammatory chemokines and cytokines, such as *Cxcl10* and *Tnf* (**Supplementary Figure 3**) (25).

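*Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) was highest in the resident-named subclusters 9 and 4, at 1224 and 503 CPM. It was 149 CPM in subcluster 6, 57.6 CPM in subcluster 2, 7.44 CPM in subcluster 1 and 2.42 CPM in subcluster 3. *Folr2* followed the same order in the resident-named subclusters, with 368 and 119.7 CPM, and had 37.5 CPM in subcluster 2 and 0.944 CPM in subcluster 3. *Cbr2* had 282 and 82.1 CPM in subclusters 9 and 4. A *Cbr2* UMI was found in 53.8% and 30.1% of these cells, at median depths of 14985 and 13651 UMIs, and in 0 of the 1433 cells of subcluster 3, which allows a share of up to 0.209%. *Mrc1*, *Folr2* and *Cbr2* are themselves in the marker list behind the resident name. Their high levels in the resident-named subclusters are therefore no independent evidence that resident cells carry them.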

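*Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was highest in the infiltrating-named subcluster 3, at 2938 CPM, with 2177 CPM in subcluster 1, 1388.5 CPM in subcluster 5 and 1287 CPM in subcluster 2. The resident-named subclusters 4 and 9 had 164 and 312 CPM and subcluster 6 had 86.4 CPM. *Tnf* gave another order. Its highest levels were 349 CPM in subcluster 9, 269 CPM in subcluster 6 and 256 CPM (interval 248 to 263) in subcluster 4, whereas subclusters 1, 3, 5 and 2 had 223, 205 (interval 199 to 212), 153 and 143 CPM. After thinning, a *Tnf* UMI was found in 19.0% of subcluster 4, 16.7% of subcluster 9 and 14.5% of subcluster 3.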

**Figure 3:**
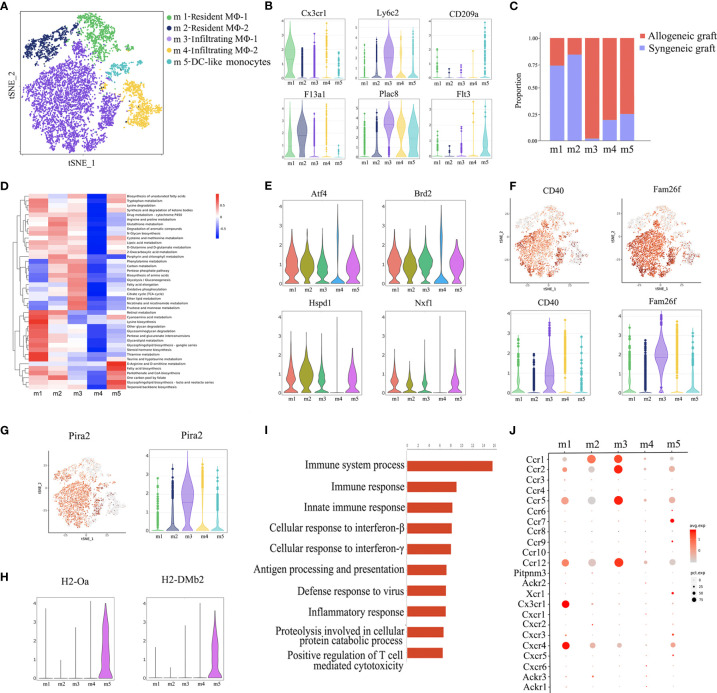
Annotation of macrophage subsets. **(A)** t-SNE plot identifying five distinct populations of macrophages from two allogeneic heart grafts and two syngeneic heart grafts. **(B)** Violin plots displaying the expression of representative markers across macrophage types (Cx3cr1 and F13a1 for resident macrophages, Ly6c2 and Plac8 for infiltrating macrophages, CD209a and Flt3 for dendritic cells). **(C)** Proportion of cells in each macrophage population from allogeneic or syngeneic graft. **(D)** Quantitative Set Analysis for Gene Expression (QuSAGE) analysis examining active cellular metabolic pathways in each macrophage population. **(E)** Violin plots displaying the expression of genes (Atf4, Brd2 Hspd1, Nxf1) associated with cell proliferation, metabolism and activation in each macrophage population. **(F)** t-SNE maps and violin plots indicating the expression of CD40 and Fam26f. **(G)** t-SNE maps and violin plots indicating the expression of Pira2. **(H)** Violin plots displaying the expression of MHC class II molecules H2-Oa and H2-DMb2. **(I)** GO Biological Process and Pathway Analysis of the m3 cluster. **(J)** A dot plot showing the expression of the chemokine receptor in macrophages subsets.

Surprisingly, analysis of cellular metabolic pathways demonstrated that different from the other four clusters, the m4 cluster was metabolically “silent” (**Figure 3D**), which was further confirmed by the minimal gene expression of factors related to cell proliferation, metabolism and activation, such as *Atf4*, *Brd2*, *Hspd1* and *Nxf1* (**Figure 3E**) (26), suggesting that m3, not m4, was the subset of infiltrating macrophages actively associated with graft rejection. It is possible that the m4 cluster may be in a transition state, waiting to be activated. 

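The subcluster with the fewest metabolic genes detected per cell among those with high *Ly6c2* and *Plac8* levels was subcluster 5, where a median cell had 1169.5 UMIs against 12703 in subcluster 3, a ratio of 0.0921. Subcluster 5 was picked for this comparison by its median depth, the lowest of all subclusters, so its low depth is not itself a result. Its cells had UMIs from 34.5 of the 167 metabolic genes on average, against 92.2 in subcluster 3, 95.4 in subcluster 1 and 89.1 in subcluster 4. With cells thinned to 1000 UMIs these means were 26.4, 26.9, 28.5 and 19.0. The thinned values leave out cells with fewer UMIs and so cover only the deeper 455 of the 860 cells of subcluster 5, against 1429 of the 1433 cells of subcluster 3. As a share of UMIs the metabolic genes made up 4.06% of subcluster 5, 3.91% of subcluster 3, 4.55% of subcluster 1 and 2.47% of subcluster 4. By set, subclusters 5 and 3 had 1.12% and 1.09% glycolysis, 2.52% and 2.33% oxidative phosphorylation, 0.172% and 0.170% citrate cycle, 0.214% and 0.239% purine and 0.125% and 0.165% pyrimidine UMIs. An *Atf4* UMI (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) was found in 24.1% of subcluster 5 and 73.3% of subcluster 3, a *Brd2* UMI in 30.5% and 85.9%, an *Hspd1* UMI in 21.2% and 58.5% and an *Nxf1* UMI in 14.5% and 47.7%. After thinning the order turned, with 17.4% and 14.1% for *Atf4*, 24.2% and 23.6% for *Brd2*, 13.4% and 7.56% for *Hspd1* and 8.13% and 5.67% for *Nxf1*. In CPM, *Atf4* had 182 in subcluster 5 and 141 in subcluster 3, *Brd2* 279 and 246, *Hspd1* 152 and 93.1 and *Nxf1* 92.0 and 61.9. UMIs of other cell types were also more frequent in subcluster 5, where *Cd3d* was 4.56, *Col1a1* 9.27, *Fabp4* 10.9 and *Hbb-bs* 233 times its level in subcluster 3. Subcluster 5 stayed unnamed, with *Cryab*, *Gzmb*, *Bgn*, *Ankrd1*, *Gzma*, *Col1a1*, *Xcl1*, *Trbc2* and *Ifng* among its leading genes, and 564 of its 860 cells came from the dendritic-like class, so it is not established as a macrophage subset. The ratio of the metabolic shares of subclusters 5 and 3 was 1.04, and all variable genes moved it most, to 1.06. Which subcluster corresponds to m3 or m4 was not assigned. From the metabolic pathway analysis and the low expression of *Atf4*, *Brd2*, *Hspd1* and *Nxf1* in m4, the paper proposes that m3, and not m4, is the infiltrating subset actively associated with graft rejection.

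**Figure D1:**
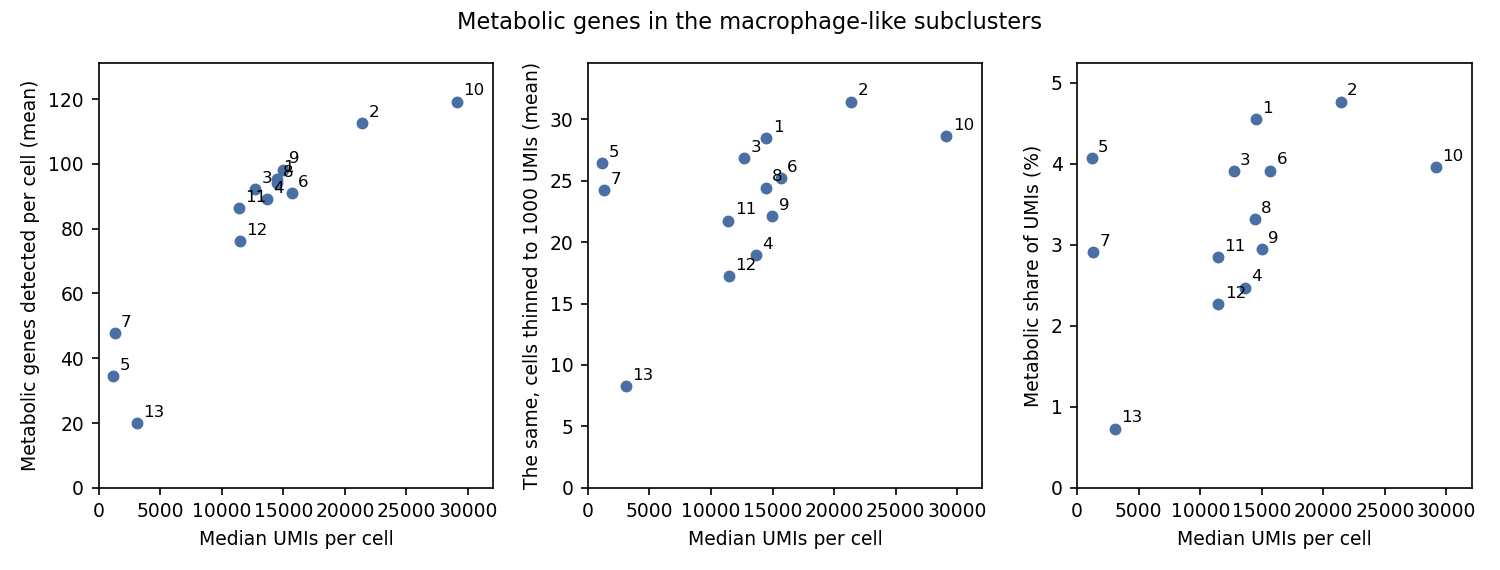
Metabolic genes in the 13 subclusters of macrophage-like and dendritic-like cells, each point marked with its subcluster number and placed by its median UMIs per cell on the horizontal axis. The panels give the mean number of metabolic genes detected per cell, the same for cells with at least 1000 UMIs after thinning to that depth, and the metabolic share of UMIs in percent; subcluster 5 has 34.5, 26.4 and 4.06% and subcluster 3 has 92.2, 26.9 and 3.91%.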

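*Cd40* (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948) was highest in subcluster 3, at 235 CPM (interval 228 to 243), with 228 CPM in the dendritic-named subcluster 12, 221 CPM in subcluster 1 and 198 CPM in subcluster 2. Subcluster 5 had 146 CPM (interval 128 to 165), and subclusters 4 and 6 had 39.0 and 5.04 CPM. A *Cd40* UMI was found in 74.2% of subcluster 3 and 17.4% of subcluster 5, or in 21.6% and 11.2% after thinning, which covers 455 of the 860 cells of subcluster 5. *Fam26f* (ENSMUSG00000046031, chromosome 10, 34126067 to 34127984) had 981 CPM (interval 967 to 996) in subcluster 3, 789.5 CPM in subcluster 1, 608 CPM in subcluster 2 and 443 CPM (interval 412 to 476) in subcluster 5, against 35.4 CPM in subcluster 4 and 1.24 CPM in subcluster 6. Its share of cells with a UMI was 97.0% in subcluster 3 and 31.2% in subcluster 5, or 56.6% and 25.5% after thinning, and 0.936% in subcluster 6, where a median cell had 15686 UMIs.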

In support of this interpretation, the costimulatory receptor CD40 and another membrane molecule Fam26f were expressed at a much higher level in m3 than in m4 (**Figure 3F**). A recent study reported that murine macrophages acquire alloantigen-specific memory, which requires the interaction between MHC-I and PIR-A (27). 

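*Pira2* (ENSMUSG00000089942, chromosome 7, 3836812 to 3845051) had 111 CPM (interval 106 to 116) in subcluster 3, 109.7 in subcluster 6, 109 in subcluster 12, 105 in subcluster 1, 103 in subcluster 2 and 95.8 in subcluster 8. Subcluster 5 had 79.1 CPM (interval 66.3 to 93.6), and the resident-named subclusters 4 and 9 had 22.5 and 15.5 CPM.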

Interestingly, *Pira2* was highly expressed in m3 (**Figure 3G**). Moreover, the m3 cluster was also characterized by enriched expression of rejection-associated genes, such as *Cxcl9*, *Gzmb*, *Psmb9*, *Isg20*, *Tap1* and *Nampt* (**Supplementary Figure 4**) (28–30). 

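*Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had its 4 highest levels in subclusters 2, 1, 3 and 5, with 3394.5 CPM in subcluster 2, 3255 in subcluster 1, 2785 in subcluster 3 and 2391 in subcluster 5, against 48.2 CPM in subcluster 4. *Tap1* had 690.1 CPM in subcluster 3 and 672 in subcluster 1, *Psmb9* had 838 and 794.5 CPM and *Nampt* 601 and 658 CPM, whereas subcluster 4 had 76.0, 119 and 97.4 CPM. *Psmb9* was higher still in the dendritic-named subcluster 12, at 1108 CPM. *Isg20* had 74.7 CPM in subcluster 3, 61.2 CPM in subcluster 1, 36.3 CPM in subcluster 5, 92.9 CPM in the dendritic-named subcluster 8 and 13.7 CPM in subcluster 4. *Gzmb* was highest in the low-depth subcluster 5, at 292 CPM (interval 267 to 319), which also had *Cd3d* UMIs, and had 61.2 CPM in subcluster 3, 54.3 in subcluster 1 and 0.451 in subcluster 4. Across all 176 interferon-response and antigen-processing genes, subclusters 1, 8, 3 and 2 had 10.1%, 9.90%, 9.68% and 9.24% of UMIs, subcluster 5 had 7.45% and subcluster 4 had 3.92%.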

We further performed GO enrichment analysis with the transcriptome of m3 and found enrichment of genes involved in immune response activation, such as immune response, inflammatory response and positive regulation of T cell mediated cytotoxicity (**Figure 3I**). 

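*Ccr1* had 367 CPM in subcluster 1, 337 in subcluster 6, 331 in subcluster 3, 277 in subcluster 2, 214 in subcluster 5 and 109 in subcluster 4. *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) was highest in subcluster 11, at 899 CPM, followed by subcluster 3 at 596 CPM (interval 584 to 607) and subcluster 1 at 440.0 CPM, with 305 CPM in subcluster 5, 257 CPM in subcluster 4 and 15.5 CPM in subcluster 9. *Ccr12* is not among the gene names of the matrix, which lists *Ccrl2* (ENSMUSG00000043953, chromosome 9, 111054486 to 111057519). *Ccrl2* had 975 CPM in subcluster 1, 672 CPM in subcluster 3, 469.9 CPM in subcluster 4 and 458 CPM in subcluster 5.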

We further analyze the chemokine receptor expression in macrophages, interestingly, Ccr1, Ccr2, Ccr5 and Ccr12 was highly expressed in m3 (**Figure 3J**), and these C-C motif chemokine receptors may contribute to m3 infiltration. Taken together, the m3 cluster was the cell population linked to acute rejection.

Dendritic cells are important antigen presenting cells. From this perspective, we further found that the m5 cluster highly expresses some dendritic cell markers, such as Cd209a and Flt3 (**Figure 3B**), it also highly expressed MHC-II molecules, such as H2-Oa and H2-DMb2 (**Figure 3H**). 

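*Cd209a* (ENSMUSG00000031494, chromosome 8, 3743397 to 3748984) was highest in the dendritic-named subcluster 8, at 199 CPM, and at most 21.3 CPM elsewhere. A *Cd209a* UMI was found in 20.1% of these 343 cells at a median depth of 14458 UMIs and in 0 of the 2521 cells of subcluster 1 at a median depth of 14509, which allows up to 0.119%. *Flt3* (ENSMUSG00000042817, chromosome 5, 147330741 to 147400489) had 196 CPM in the other dendritic-named subcluster, subcluster 12 with 74 cells, and 91.9 CPM in subcluster 8, with a UMI in 79.7% and 44.9% of the cells. *Flt3* was at most 22.6 CPM in the remaining subclusters. *H2-Oa* had 172 CPM in subcluster 8 and 92.0 CPM in subcluster 12, with 23.6 CPM as the next level, and *H2-DMb2* had 215 and 350.0 CPM, with 45.6 CPM as the next level. *Cd209a*, *Flt3*, *H2-Oa* and *H2-DMb2* are all in the marker list that gave subclusters 8 and 12 the dendritic name. Their high levels there therefore follow in part from the naming and are no independent evidence. The 10 genes of MHC class II and its chaperones made up 5.81% of UMIs in subcluster 8 and 3.36% in subcluster 12, against 3.83% in subcluster 1 and 2.25% in subcluster 4. Library 4 gave 188 of the 343 cells of subcluster 8 and the other libraries 66, 25 and 64.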

As shown in **Figure 3C**, the m5 was predominantly composed of cells from allogeneic grafts, it therefore may presents the characteristics of antigen presenting cells.

### Characterization of Endothelial Cells and Identification of a Rejection-Related Cluster

Endothelial cells represented the largest cell population in our analysis, constituting 46.52% of total cells. 

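The endothelial-like class was the largest with 13616 cells in 6 clusters, ahead of 8639 macrophage-like cells, and remained so under each of the 9 alternative settings and omissions of a library. Its share ranged from 26.0% without library 3 to 35.6% without library 4, and was 27.1% at a resolution of 0.4. At that resolution a cluster of 472 cells was named lymphatic endothelial and is not counted in the 27.1%. Only 637 of the 13616 endothelial-like cells came from library 4, where macrophage-like cells were the largest class, whereas libraries 1 to 3 gave 4672, 4266 and 4041. Some assignments were uncertain. Without an endothelial-like cluster of 1036 cells that all came from library 2, the share was 29.7%. An unnamed cluster of 2199 cells with a median of 1043 UMIs would bring the share to 37.3% if counted as endothelial-like.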

Re-clustering of all the endothelial cells from both syngeneic and allogeneic grafts unveiled five types (EC1~EC5) (**Figure 4A**). 

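The endothelial-like cells gave 14 subclusters at the resolution of 0.5, numbered by size, from 2627 to 122 cells. The number was 11 at a resolution of 0.3, 12 for cells with at least 1000 UMIs and 13 with all variable genes. Most subclusters followed a library. Subclusters 1 and 5 had 94.7% and 93.6% of their cells from library 1, subclusters 2, 6, 8 and 10 had at least 99.8% from library 2, and subclusters 3, 4 and 11 had 95.6%, 89.3% and 97.0% from library 3. In subcluster 7, 613 of 620 cells came from library 4, and all but 24 endothelial-like cells of library 4 were in it, so this subcluster and that library hold the same cells. Subclusters 9, 12, 13 and 14 drew on several libraries. By their markers, subcluster 6 was named as capillary, subcluster 9 as arterial and subcluster 13 as venous, while *Prox1* and *Lyve1* led subcluster 12 and hemoglobin genes led subcluster 14.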

The largest population, EC1, was characterized as capillary endothelial cells due to the expression of *Cd300lg*. 

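*Cd300lg* (ENSMUSG00000017309, chromosome 11, 102041509 to 102055620) was highest in the capillary-named subcluster 6, at 1029.6 CPM (interval 1001 to 1059), and had 859, 747, 689.6, 604 and 553 CPM in subclusters 5, 1, 2, 4 and 3. These 6 subclusters are also the 6 largest. It was lowest in subclusters 13, 7 and 12, at 96.2, 113 and 116 CPM. A *Cd300lg* UMI was found in 88.6% of subcluster 6 at a median depth of 4873.5 UMIs, against 6.83% of macrophage-like cells at a median depth of 14860 UMIs, or in 57.9% and 0.808% after thinning.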

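*Stmn2* (ENSMUSG00000027500, chromosome 3, 8509360 to 8561606) was highest in subcluster 9, the 457 arterial-named cells, at 799 CPM (interval 772 to 827), with 153 CPM in subcluster 12 as the next level and 11.1 CPM in subcluster 10 as the lowest. A *Stmn2* UMI was found in 77.5% of these cells at a median depth of 6759 UMIs and in 0.845% of macrophage-like cells, or in 40.5% and 0.117% after thinning. *Nr2f2* (ENSMUSG00000030551, chromosome 7, 70351944 to 70366735) was highest in subcluster 12, led by genes of lymphatic vessels, at 484 CPM (interval 456.5 to 512.5), and second in subcluster 13, the 156 venous-named cells, at 292 CPM (interval 266 to 319.8). The next level was 104 CPM in subcluster 6, and subcluster 9 had 9.75 CPM. An *Nr2f2* UMI was found in 86.6% and 78.8% of subclusters 12 and 13, at median depths of 10166 and 8789.5 UMIs, and in 1.38% of macrophage-like cells.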

EC2 expressed the canonical arterial endothelial cell marker *Stmn2*, while EC3 expressed the venous endothelial cell marker *Nr2f2*. 

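*Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) stood out in endothelial-like subclusters 8 and 10, at 779.6 CPM (interval 748.9 to 811) and 891 CPM (interval 819 to 968), against 7.78 to 114 CPM in the rest. All 590 cells of subcluster 8 and 453 of the 454 cells of subcluster 10 came from library 2, and subcluster 10 had a median depth of 1244 UMIs. An *Acta2* UMI was found in 96.9% and 65.9% of their cells, or in 51.4% and 55.4% after thinning, which covers 260 of the 454 cells of subcluster 10. Smooth muscle-like cells had 15293 CPM, and macrophage-like cells had 20.1 CPM with a UMI in 20.2% of cells, or in 2.57% after thinning. Both subclusters carried transcripts of other cells, and *S100a8* and *S100a9* made up 1.88% and 1.78% of their UMIs. The ratios of *Myh11* to *Acta2* were 0.120 and 0.108, near the 0.116 of the smooth muscle-like cells of library 2. This ratio separates little, since endothelial-like subcluster 2 had 0.0986. Other ratios to *Acta2* were less alike, with *Tagln* at 0.463 and 0.465 against 0.577 in those smooth muscle-like cells. *Rgs5* had 0.385 and 0.303 against 0.0991. A smooth muscle-like share of 4.02% and 4.64% of the UMIs would give the *Acta2* levels seen.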

EC4 highly expressed a smooth muscle actin gene *Acta2*, suggesting they were fibroblast-like endothelial cells. The EC5 population expressed *Vcam1*, and likely represented microvascular endothelial cells (**Figure 4B**) (31, 32). 

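*Vcam1* (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) was highest in subcluster 7, at 1221 CPM (interval 1197 to 1246), and nearly as high in the venous-named subcluster 13, at 1095 CPM (interval 1045 to 1147). *Vcam1* is itself in the marker list behind the venous name. The next level among endothelial-like subclusters was 202 CPM, in subcluster 9. A *Vcam1* UMI was found in 87.9% and 85.3% of subclusters 7 and 13 and in 12.8% of T/NK-like cells at a median depth of 9038 UMIs, or in 49.9%, 51.3% and 1.31% after thinning. Fibroblast-like cells had 460.0 CPM. Because subcluster 7 and the endothelial-like cells of library 4 are nearly the same cells, its *Vcam1* level is also that library's level.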

Of note, the EC5 cluster was almost exclusively composed of cells from allogeneic grafts (**Figure 4C**). Consistently, GO enrichment analysis and KEGG pathway analysis of EC5 indicated activation of pathways closely related to graft rejection, including antigen processing and presentation, immune system process and allograft rejection (**Figures 4D, E**). More strikingly, a panel of MHC-II molecules (*H2-Aa*, *H2-DMb1*, *H2-Eb1*, *H2-DMa*, *H2-Ab1*, etc.) were predominantly expressed in the EC5 cluster (**Figure 4F**), suggesting that EC5 may exert its function in presenting donor alloantigens to host T cells to mediate transplant rejection.

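The MHC class II genes were highest in subcluster 7 among the endothelial-like subclusters, and subcluster 12 had the next level for each of the 5 genes. *H2-Aa* (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) had 523 CPM in subcluster 7 and 184 CPM in subcluster 12, *H2-Ab1* had 730.0 and 230.5 CPM, *H2-Eb1* 495.5 and 176 CPM, *H2-DMb1* 106 and 28.7 CPM and *H2-DMa* 90.7 and 20.4 CPM. An *H2-Aa* UMI was found in 90.8% of subcluster 7 at a median depth of 10015.5 UMIs and in 89.7% of the T/NK-like cells of library 4 at a median depth of 11950 UMIs, or in 38.8% and 24.6% after thinning. *H2-Aa* stood at 219 CPM in those T/NK-like cells and 2438 CPM in the cardiomyocyte-like cells of library 4, so free RNA is not excluded as a part of the level in subcluster 7. The level in subcluster 7 was well below that of professional antigen-presenting cells of library 4. There *H2-Aa* had 6113 CPM in macrophage-like, 4572 CPM in dendritic-like and 4707 CPM in B-like cells. Pooled over libraries these classes had 5123, 6283 and 4954 CPM, but the macrophage-like cells of library 2 had only 336 CPM. The dendritic-like cells of library 4 had a median depth of only 1195 UMIs, and most of the class fell in low-depth subclusters when clustered again. Their level may therefore not be that of dendritic cells, and dendritic-like cells of libraries 1 and 3 had 10227 and 10350 CPM. Together the MHC class II and chaperone genes made up 0.388% of the UMIs of subcluster 7. Within library 4 the fibroblast-like cells had a like share, 0.422%, the cardiomyocyte-like cells had 1.32%, the unnamed cells 0.535%, the pericyte-like cells 0.310% and the T/NK-like cells 0.116%. In the endothelial-like cells of libraries 1 to 3 the share was at most 0.0175%.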

**Figure 4:**
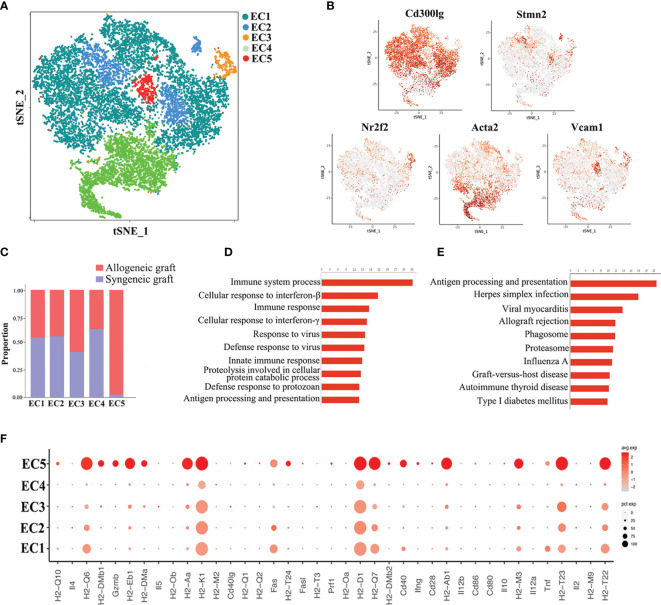
Analysis of endothelial cell (EC) subsets. **(A)** Reclustering of endothelial cells identifying five subsets. **(B)** Expression of canonical cell markers in each EC cluster (EC1-EC5) in the t-SNE plots. **(C)** Proportion of cells in each EC subset from allogeneic or syngeneic graft. **(D)** GO enrichment analysis of EC5. **(E)** KEGG pathway analysis of EC5. **(F)** A dot plot showing the expression of inflammatory genes and MHC class II molecules in each EC subset.

### Ubd Is Specifically Upregulated in Endothelial Cells During Graft Rejection

Since the cluster EC5 was almost exclusively present in allogeneic graft, we made further analysis of EC5 to identify rejection-specific markers. 

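*Ubd* (ENSMUSG00000035186, chromosome 17, 37193892 to 37196095, plus strand) was highest in endothelial-like subcluster 7, at 1723 CPM (interval 1694 to 1752). A *Ubd* UMI was found in 458 of its 620 cells, or 73.9% (interval 70.2 to 77.3), and in 43.3% after thinning, against 7.37% of all T/NK-like cells, at a median depth of 9038 UMIs. In the other endothelial-like subclusters the highest level was 120.4 CPM in subcluster 13, where 3 of 156 cells held all of it, and in the rest *Ubd* was at most 6.23 CPM. Nearly all of the signal came from library 4. Of the endothelial-like cells, 464 of 637 in library 4 had a *Ubd* UMI, or 72.8% (interval 69.2 to 76.3), against 23 of 4672, 4 of 4266 and 8 of 4041 in libraries 1 to 3. After thinning the shares were 42.5% in library 4 and at most 0.0716% in the other libraries. Over all endothelial-like cells the share was 3.66% (interval 3.36 to 3.99), and 0.292% without library 4. Without library 4, 0 of the 7 cells left in subcluster 7 had a *Ubd* UMI. The pooled share fell to 0.261% at a resolution of 0.4 and to 0.244% with a minimum of 500 genes, because the *Ubd*-rich cluster then had under 3 endothelial markers and stayed unnamed. Other classes of library 4 had lower but measurable levels. RNA of endothelial cells is not excluded as a source of these levels. Pericyte-like cells pooled over libraries also had *Cdh5* and *Gpihbp1*, and the cardiomyocyte-like cells of library 4 had a median depth of 946.5 UMIs. In that library *Ubd* had 1659 CPM in endothelial-like, 344 in cardiomyocyte-like, 338 in pericyte-like, 224.5 in dendritic-like, 76.9 in fibroblast-like, 36.1 in B-like, 19.2 in macrophage-like and 8.28 CPM in T/NK-like cells. The dendritic-like cells of library 4 had a median depth of 1195 UMIs, and most of the dendritic-like class fell in the low-depth macrophage-like subclusters 5, 7 and 13 when clustered again. The share of cells with a UMI was 50.0% of 44 pericyte-like, 30.6% of fibroblast-like and 15.3% of macrophage-like cells of library 4. After thinning these shares were 18.6%, 7.11% and 1.99%.

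**Figure D2:**
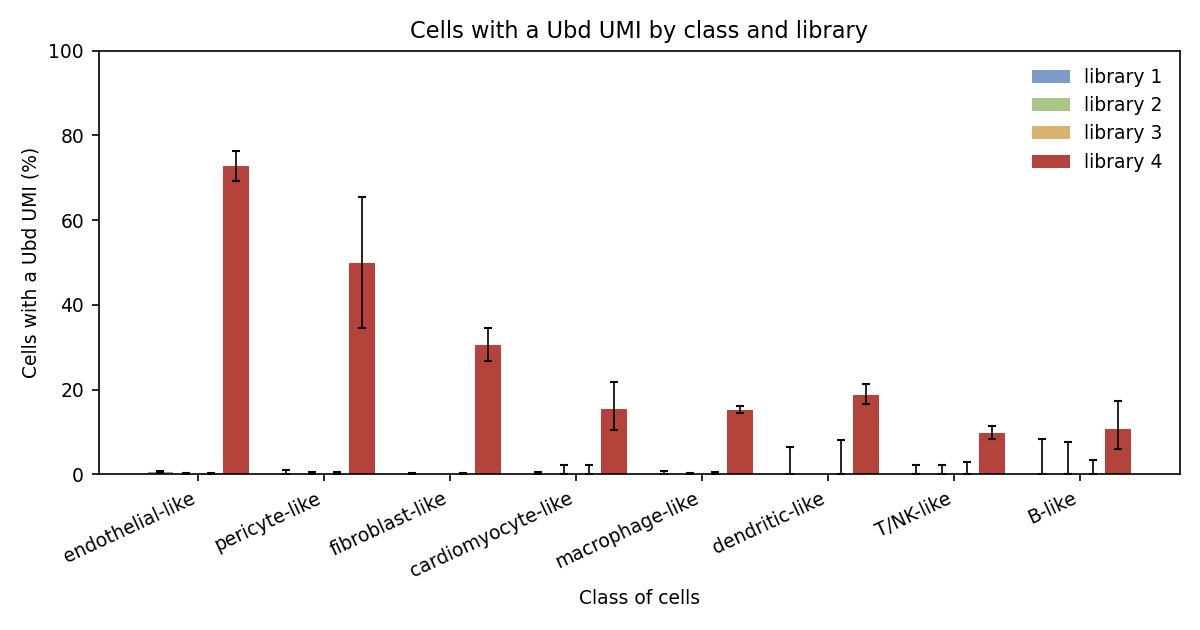
Percent of cells with a *Ubd* UMI in 8 cell classes of libraries 1 to 4, for classes with at least 20 cells in a library. Bars give the percent of cells and error bars the 95% Clopper-Pearson interval; the endothelial-like bar of library 4 stands at 72.8%, and each endothelial-like bar of libraries 1 to 3 is under 0.5%.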

Excitingly, compared to other cell types or other endothelial cell clusters, only almost all the cells in EC5 highly expressed Ubiquitin D (*Ubd*) gene (**Figures 5A, B**) (33). We next analyzed co-expression genes with *Ubd* and revealed that many of them, such as *Cxcl9*, *Cxcl16*, *Ly6a*, *Batf2*, *Batf3* and *H2-Q2*, were genes which play an important role in regulating immune cells, including T cells, macrophages and DCs (**Figure 5C**). 

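The 499 endothelial-like cells with a *Ubd* UMI were set against the 13117 without one. Because 464 of the 499 came from library 4, the comparison was made within that library, where 173 endothelial-like cells had no *Ubd* UMI. The cells with *Ubd* had a median depth of 11584.5 UMIs and those without 5862, so the groups also differ in depth. *Cxcl9* had 10954 CPM (interval 10875 to 11032) with *Ubd* and 5078 CPM (interval 4961 to 5198) without. *Cxcl16* had 158 CPM (interval 148 to 167) and 89.8 CPM (interval 74.8 to 107), *Ly6a* 8719 and 6796 CPM, and *Batf3* 54.7 CPM (interval 49.4 to 60.6) and 26.4 CPM (interval 18.6 to 36.3). After thinning, a *Cxcl9* UMI was found in 97.2% and 92.4% of cells, *Cxcl16* in 15.7% and 9.88% and *Batf3* in 5.17% and 2.91%. The intervals of these thinned shares overlap. Those of *Ly6a*, at 99.8% and 93.0%, do not. For *Batf2* the levels were 305 CPM (interval 292 to 318) and 276 CPM (interval 249.6 to 305), whose intervals overlap. The MHC class II genes did not separate the groups either. *H2-Aa* had 538 and 547 CPM, *H2-Ab1* 754 and 749 CPM and *H2-Eb1* 514 and 489 CPM, with and without *Ubd*. The intervals overlapped for these genes and for *H2-DMb1* and *H2-DMa*. *H2-Q2* (ENSMUSG00000091705, chromosome 17, 35342242 to 35346762) had 5 UMIs in the cells with *Ubd* and 0 in those without, too few for a comparison. Pooled over libraries the differences were larger, as for *Batf2* at 287 and 8.84 CPM, because the cells without *Ubd* were then mostly those of libraries 1 to 3.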

In support of this scenario, pathway analysis indicated the enrichment of genes involved in pathways associated with immune response, such as immune system process, antigen processing and presentation of exogenous peptide antigen *via* MHC class II, and immune response (**Figure 5D**), suggesting Ubd positive endothelial cells activate immune system to mediate graft rejection. The specific upregulation of Ubd in graft rejection was confirmed by immunohistochemistry staining. Ubd was significantly upregulated in endothelial cells in allogeneic heart grafts compared to syngeneic heart grafts (**Figure 6A**).

**Figure 5:**
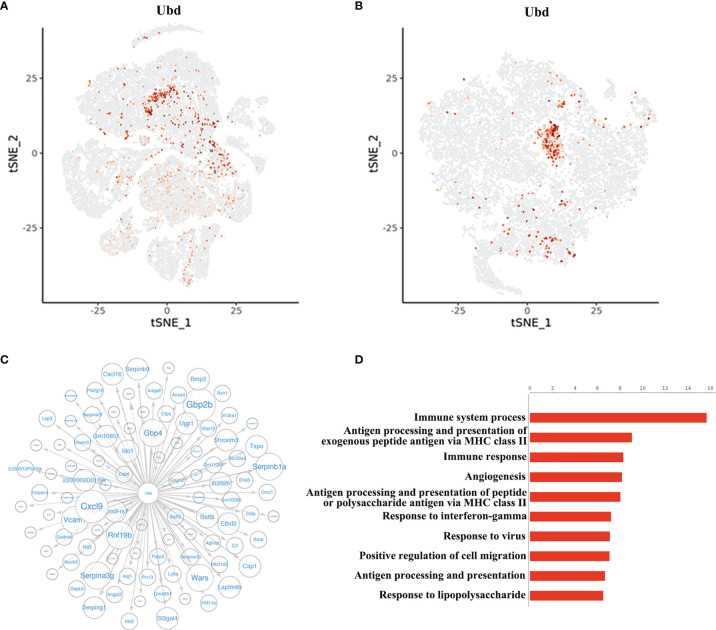
Identification of Ubd in EC5. **(A)** t-SNE map (from **Figure 1A**) indicating the expression of Ubd in all the cells. **(B)** t-SNE plot indicating the expression of Ubd in the re-clustered endothelial cells. **(C)** Correlation network analysis of Ubd displaying its co-expression genes in endothelial cells. **(D)** GO enrichment analysis with Ubd-positive ECs and Ubd-negative ECs.

**Figure 6:**
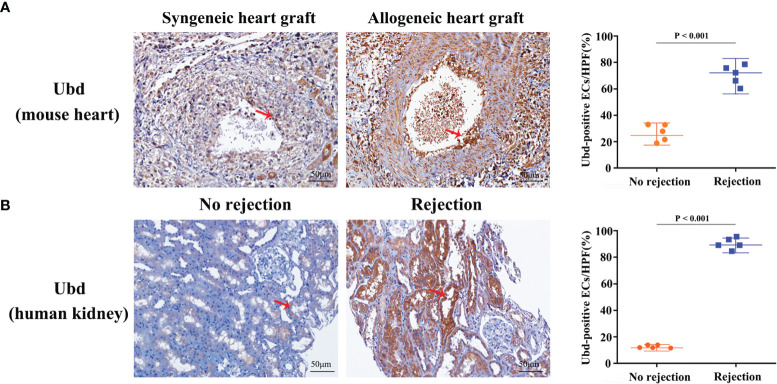
Upregulation of Ubd in endothelial cells during rejection. **(A)** Representative immunohistochemistry staining of Ubd in the allogeneic and syngeneic mouse heart grafts. **(B)** Representative immunohistochemistry staining of Ubd in human kidney biopsy specimens with/without rejection. Arrows indicate positive staining in endothelial cells. Scale bars, 50 mm. Quantitative analysis was shown on the right (n=5 for each group).

To investigate clinical relevance, we collected 10 human kidney biopsy specimens (5 with rejection, 5 without rejection, **Supplementary Table 1**). Immunohistochemistry staining showed that massive endothelial cells were Ubd positive in the kidney grafts with rejection. In contrast, staining was sparse or absent in kidney grafts with no injury (**Figure 6B**). These results indicate that Ubd positive cells are closely associated with acute rejection, and Ubd could be considered as a biomarker to predict transplant rejection in the clinic.

## Discussion

This study provides a comprehensive single-cell atlas of gene expression involved in acute rejection using the classical mouse heterotopic heart transplant model. Consistent with previous studies, we confirmed activation and expansion of T cells and NK cells. Moreover, among the five subsets of macrophages we identified, infiltrating macrophages (m3 and m4), rather than resident macrophages (m1 and m2), were associated with graft rejection. Interestingly, metabolic pathway analysis showed that the m4 cluster was in an inactive state. Our results showed m3 and m4 cluster expressed pro-inflammatory chemokines and cytokines Cxcl10 and Tnf, two potent M1 macrophage activation markers. Moreover, the expression of activating molecules, such as *CD40* and *Fam26f*, was elevated in m3, but not in m4. CD40 is a costimulatory molecule, which plays an important role in immune cell activation and survival. Fam26f is a conserved surface molecule, which also modulates immune responses. Specifically, it has been reported that *FAM26F* is an activation marker between resting macrophages and lipopolysaccharide (LPS) activated macrophages, and that the up-regulation of *FAM26F* is related to early liver graft failure (34). Therefore, further studies are required to distinguish the functional and mechanistic difference between m3 and m4, which may shed light on how macrophages are recruited to the allograft and activated. A recent study demonstrated that mouse monocytes and macrophages may acquire alloantigen-specific memory in a PIR-A dependent way. Intriguingly, our analysis also identified the up-regulation of *Pira2* in the m3 cluster, suggesting that the m3 cluster may also function in “trained immunity” as memory cells.

In addition to macrophage surface markers, the m5 cluster also highly expressed MHC-II molecules and presented the characteristics of antigen presenting cells. Previous investigations have shown that monocyte-derived DCs isolated from the allograft function as potent antigen-presenting cells that could drive both T cell proliferation and interferon γ (IFN-γ) production, while depletion of monocyte-derived DCs significantly alleviates rejection (35, 36). Thus, the m5 cluster was also an important group of macrophages involved in rejection. Taken together, the characterization of these macrophage populations provides a valuable framework for studying the role of macrophages in graft rejection and related mechanisms.

Recent studies using single-cell transcriptome profiling have revealed the existence of extensive heterogeneity in ECs in many settings, including tumors, acute lung injury, as well as normal organs, which contribute to the understanding of EC diversity (31, 37, 38). scRNA-seq analysis of a human kidney biopsy specimen identified three endothelial cell groups and one of them was associated with antibody-mediated rejection (8). Our analysis identified 5 populations of ECs (EC1~EC5) in acute rejection. Excitingly, a novel microvascular endothelial cell population (EC5) almost uniquely stemmed from allogeneic heart grafts. In the context of organ transplantation, endothelial cells express both MHC class I and class II molecules, enabling them to present antigens to recipient T cells. Consistent with that, ablation of MHC molecules on ECs mitigates T cell-mediated rejection (39, 40). Interestingly, the allograft-specific EC5 cluster exhibited significant up-regulation of genes involved in processes related to antigen processing and presentation, graft rejection and immune system process. Furthermore, we observed that MHC-II molecules were predominantly expressed in the EC5 cell cluster, suggesting that EC5 is the endothelial cell population that exerts the antigen-presenting capacity. Thus, our investigation broadens the horizon of the role of endothelial cells in transplantation by pinpointing EC5 as the endothelial cell group responsible for rejection.

Since EC5 was uniquely present in allogeneic heart grafts, we performed more analysis to characterize EC5 in order to identify new diagnostic and therapeutic targets. We found that *Ubd* was specifically up-regulated in EC5. Ubd (also called Fat10) is a ubiquitin-like protein that is capable of inducing ubiquitin-independent degradation of proteins *via* the proteasome (33). As for immune responses, Ubd was initially found to be expressed in mature B lymphocytes and dendritic cells, which is involved in antigen presentation and regarded as a biomarker for immune activation (41). In the context of organ transplantation, bioinformatic meta-analysis of microarray datasets and bulk-RNA sequencing indicate that Ubd is related to rejection and has the potential to be considered as a diagnostic marker (42, 43), yet with no confirmation or further study. Our discovery provides a new perspective that Ubd is specifically up-regulated in endothelial cells in acute rejection. Besides, we confirmed the up-regulation of Ubd in endothelial cells in acute rejection in mouse allogeneic hearts and human kidney biopsy specimens. In addition, gene correlation network characterization and functional enrichment analysis suggest that Ubd plays an important role in immune regulation. However, further investigation is needed to address the effect of Ubd expression and why Ubd is specifically induced in EC5, which may shed light on new therapeutic tools to prevent rejection.

In conclusion, we provide a comprehensive landscape of graft-infiltrating cells in acute rejection, as well as their intra-population heterogeneity. We reveal two graft-infiltrating macrophage populations and only one of them is actively involved in graft rejection. Meanwhile, we identify a novel endothelial cell cluster that may potentially exert antigen-presenting capacity to stimulate rejection. Furthermore, the expression of Ubd defines such endothelial cell cluster and could be used as a biomarker for acute rejection.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Research Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University. Written informed consent to participate in this study was provided by the participants’ legal guardian/next of kin. The animal study was reviewed and approved by the Animal Care Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University.

## Author Contributions

YT and XS designed the study and drafted the manuscript. YZ performed mouse heterotopic heart transplantation. YT and JW collected samples. MD carried out immunohistochemistry staining experiments. YT, YZ, JW, XH, CW and XS analyzed and interpreted data. JL, MC, YG and SL provided resources. All authors contributed to the article and approved the submitted version.

## Funding

XS was supported by National Natural Science Foundation of China (31800753) and Guangdong Basic and Applied Basic Research Foundation (2019A1515010639). CW was supported by National Key Research and Development Program of China (2019YFA0111500). YG was supported by National Natural Science Foundation of China (31800758). The project was also funded by Guangdong Provincial Key Laboratory of Organ Donation and Transplant Immunology (2013A061401007, 2017B030314018, 2020B1212060026) and Guangdong Provincial International Cooperation Base of Science and Technology (Organ Transplantation) (2015B050501002, 2020A0505020003).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Single-Cell RNA Sequencing Identifies Intra-Graft Population Heterogeneity in Acute Heart Allograft Rejection in Mouse
**Source:** Front Immunol. 2022 Feb 10;13:832573. doi: 10.3389/fimmu.2022.832573
**Supplement:** Supplementary file 1

Supplementary Material

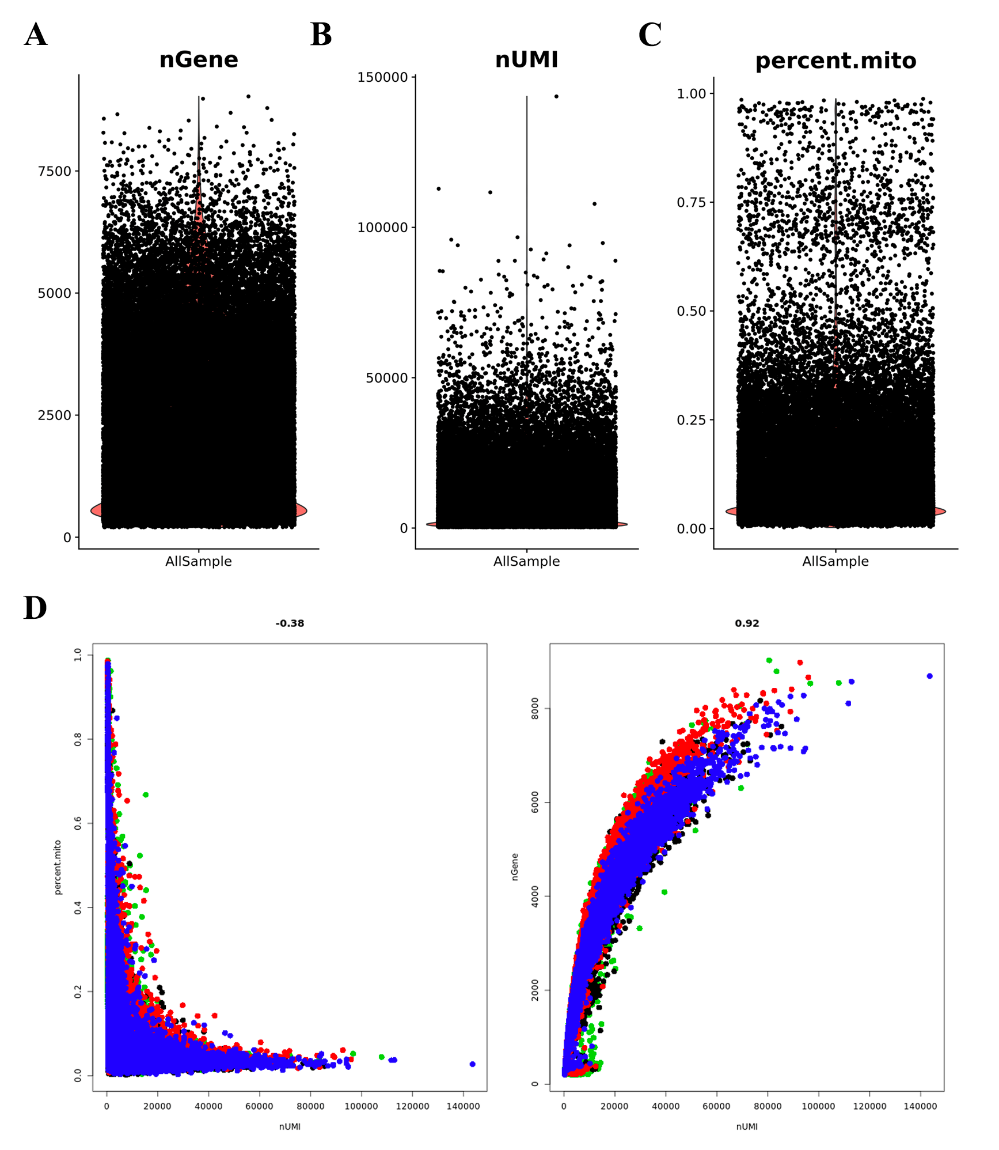

**Supplementary Figure 1.** Quality controls for single-cell RNA-sequencing. (A) Number of genes for single cells. (B) Number of unique molecular identifier (UMI) per cell. (C) Percentage of mitochondrial genes/all genes (expressed as %) within individual single cell transcriptome. (D) Percentage of mitochondrial genes/all genes per cell and total number of genes per cell (nGene) in relation to UML counts are shown.

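These quality measures can be followed per library in the deposited matrix. Totals per cell had a mean of 9589.7 and a median of 5602 UMIs. The median mitochondrial share of UMIs was 6.80% over all cells, and 8.77%, 4.91%, 9.96% and 4.63% in libraries 1 to 4. At a limit of 20%, 9169 cells had too high a mitochondrial share, and 166 cells had 200 or fewer detected genes. Together 17.1% of the cells were removed, which were 21.3%, 5.42%, 27.0% and 15.1% of the cells of libraries 1 to 4. A further 2231 cells were marked as doublets.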

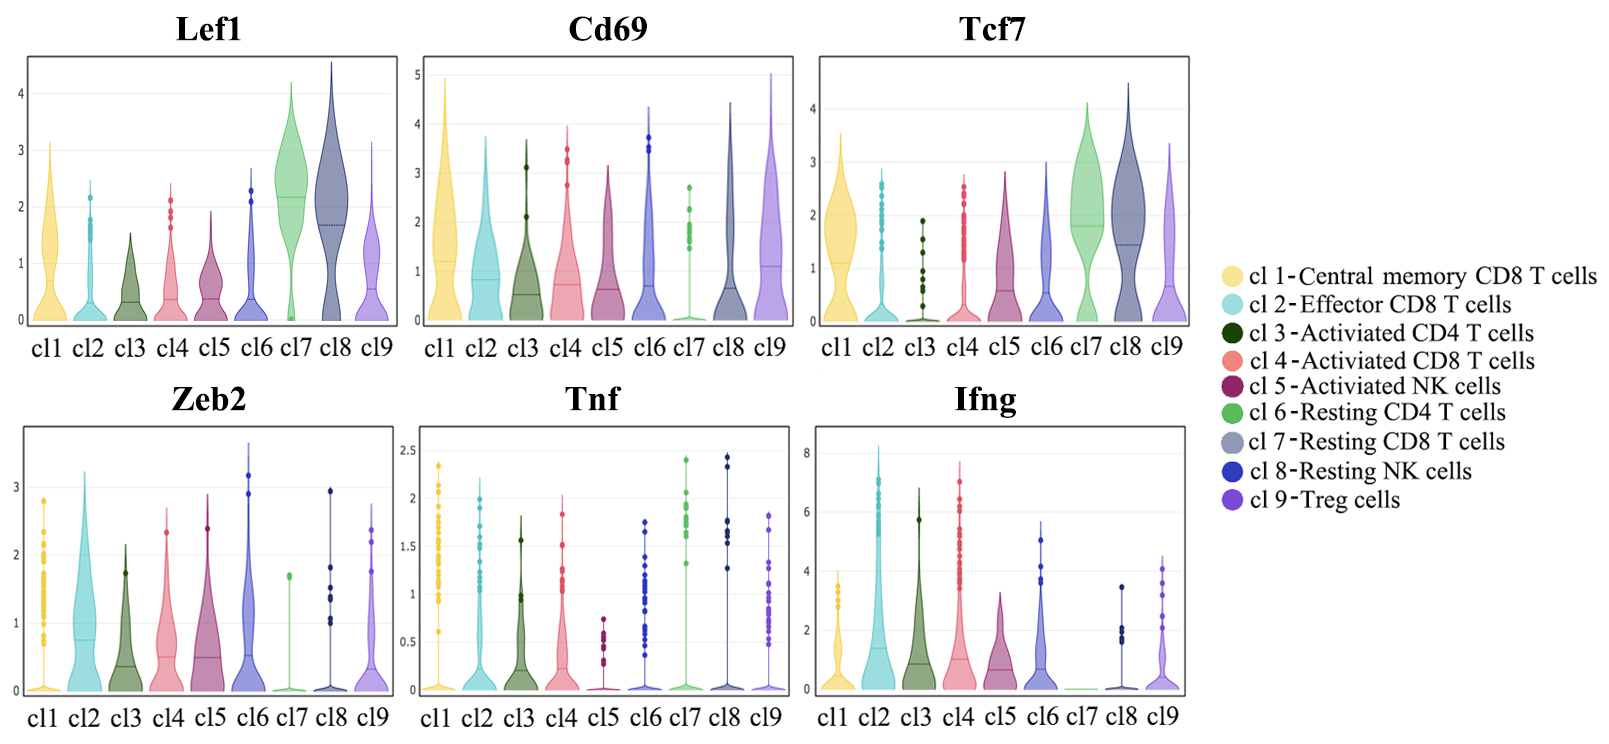

**Supplementary Figure 2.** Violin plots displaying the expression of representative central memory T cells markers (Lef1, Cd69, Tcf7), and effector T cells markers (Zeb2, Tnf, Ifng) in T and NK cell subsets.

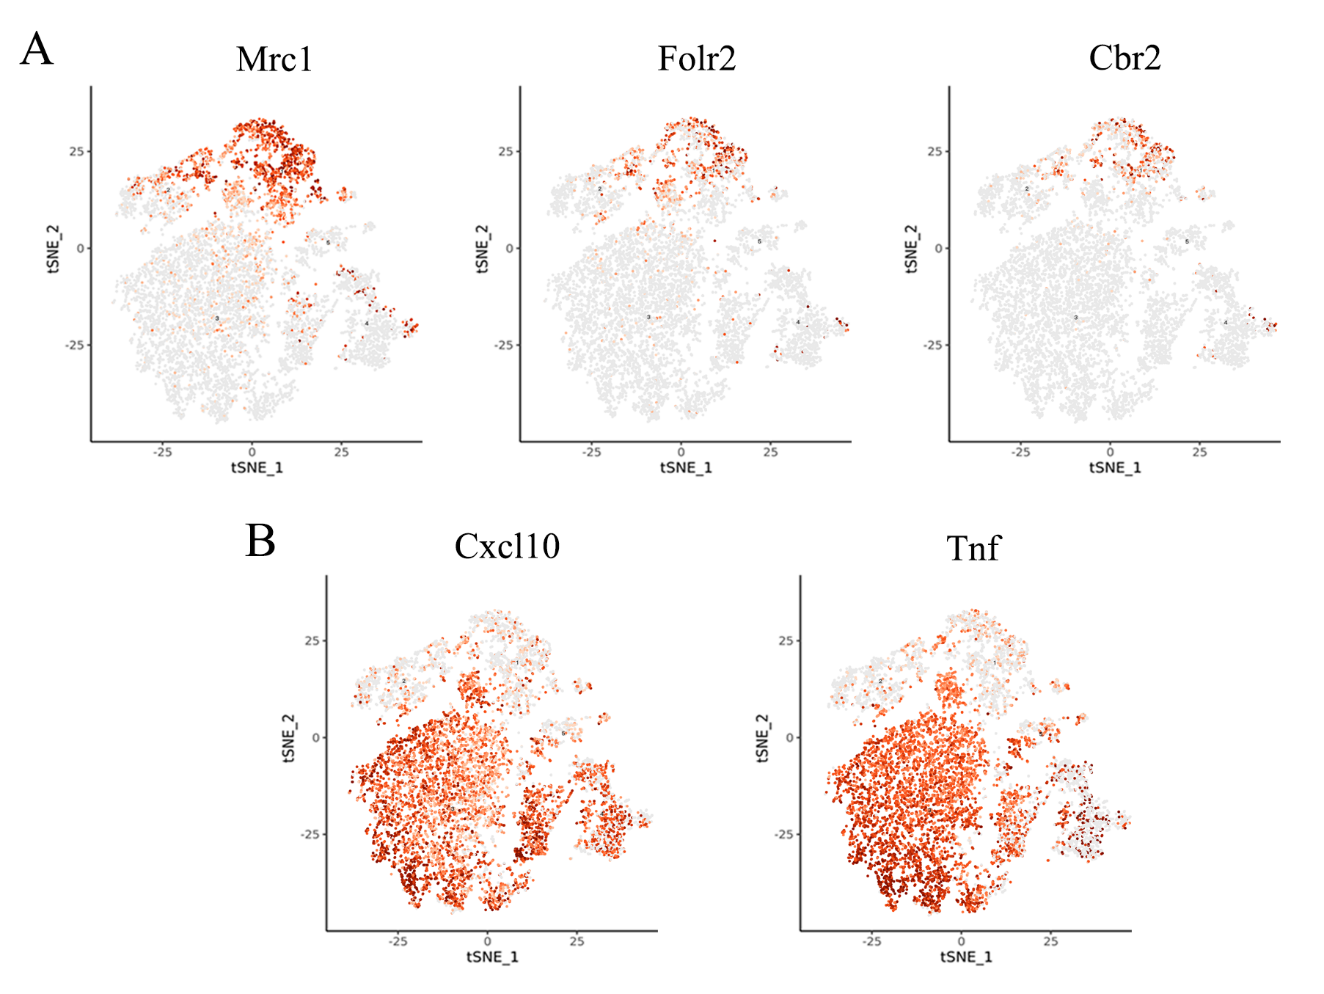

**Supplementary Figure 3.** t-SNE maps indicating the expression of Mrc1, Folr2 and Cbr2, Cxcl10 and Tnf in the five macrophage populations.

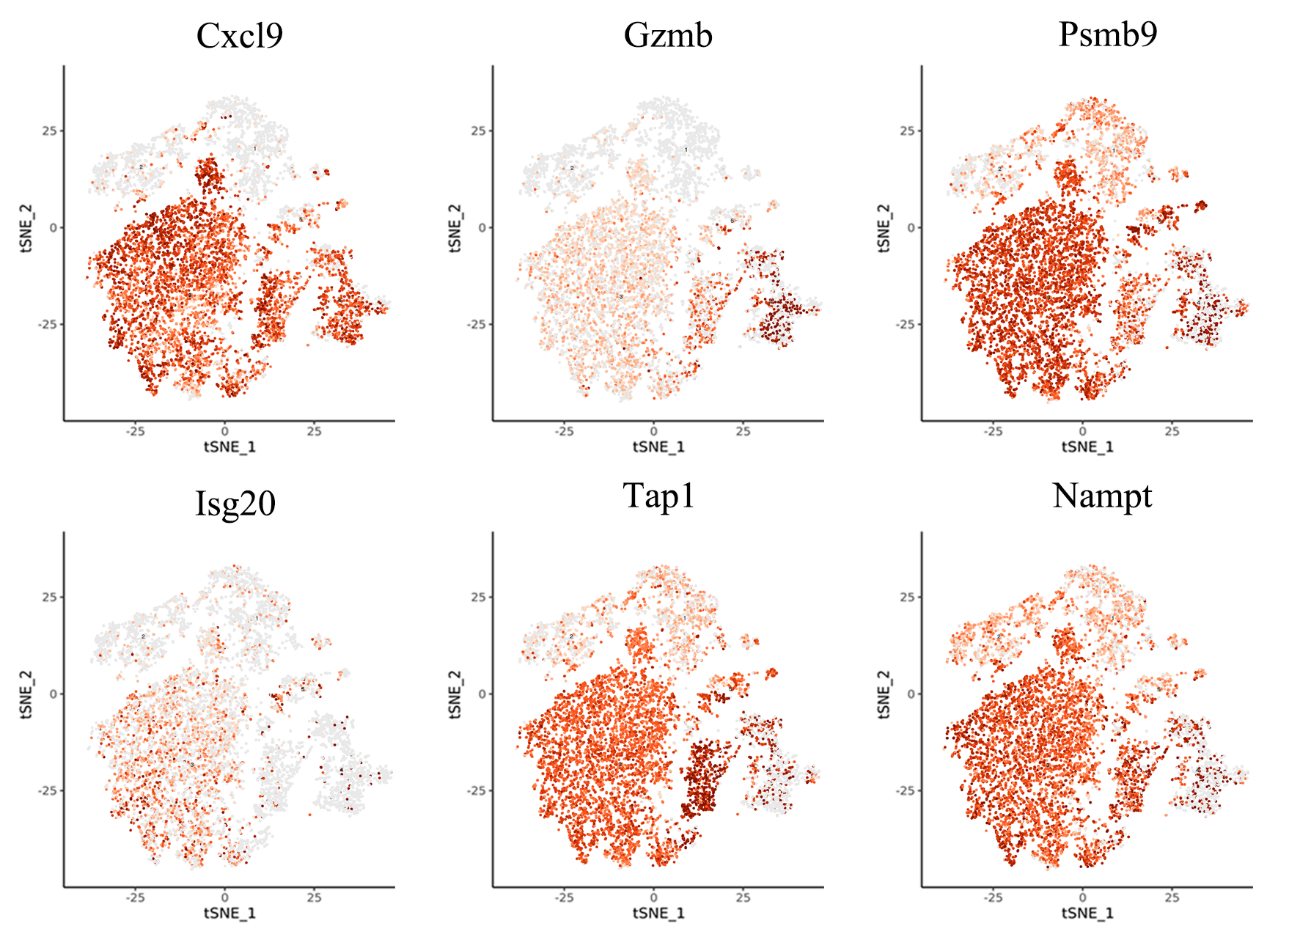

**Supplementary Figure 4.** t-SNE maps indicating the expression of Cxcl9, Gzmb, Psmb9, Isg20, Tap1, Nampt in the five macrophage populations.

How the deposited data were processed for this re-analysis (not part of the article)

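The files hold counts of UMIs per gene and cell, which the authors made with Cell Ranger 3.0.0 on mm10 and Ensembl 92 and deposited as a single merged matrix of 53824 cells and 30905 genes without normalization. Barcode suffixes 1 to 4 divide the cells into 4 libraries. No file or text pairs a suffix with a graft, so all cells were treated as 1 pooled sample and allogeneic and syngeneic grafts were not compared.

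Cells with over 200 detected genes and under 20% mitochondrial UMIs were kept, and mitochondrial genes were then removed. Doublets were marked per library by simulation, with 1 simulated doublet per cell, 50 neighbours and the top 5% of cells left out. Counts were scaled to 10000 per cell and log-transformed. The 2000 genes with the highest dispersion within 20 bins of mean expression, among genes detected in at least 10 cells, were scaled, limited to 10 standard deviations and reduced to 10 principal components. A shared-nearest-neighbour graph with 30 neighbours was clustered with the Leiden method at a resolution of 0.8 with a fixed seed of 20.

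A marker counted for a cluster when at least 10 percent of its cells had a UMI of it and its level was at least 2-fold the mean of the other clusters, with 10 CPM added to both. The class with the highest share of its markers, and at least 3 of them, gave the name. A cluster stayed unnamed if another class had more markers among its 10 leading genes, or if its depth was under 1/3 of its library's median and no marker was among its leading genes.

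T/NK-like, endothelial-like, and macrophage-like with dendritic-like cells were each clustered again at a resolution of 0.5. The genes the paper's claims are about, interferon-response and antigen-processing genes and MHC class II genes were left out of the variable genes for this step. Some of them stayed in the marker lists used for naming. A list of 122 gene names was matched to the matrix by identifier, and 120 were found. It holds names from the paper's text and figures and others added here, among them *Nnt* and *H2-Ea-ps*; *Ccr12* and *H2-Ea-ps* were the names not found. Only named genes, markers and gene sets were reported.

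Levels are pooled UMIs of a gene over non-mitochondrial UMIs, with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals, and a share of 0 is given with the limit of 3 cells out of all. Cells were also thinned at random to 1000 UMIs, and cells with fewer were left out of the thinned values. Gene sets were summed as a share of UMIs for glycolysis, oxidative phosphorylation, citrate cycle, purine and pyrimidine metabolism, S and G2M phase, interferon response and antigen processing, MHC class II, ribosomal proteins, and transcripts of granulocytes, red cells and cardiomyocytes.

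The steps were tested on simulated data with 4 groups of 500 cells and 200 genes changed 4-fold. The clustering split the 4 groups into 8 clusters. All 200 genes had the right direction, the median absolute error of log2 fold was 0.05, the intervals held the true value for 95.8% of genes, and 92.0% of added doublets were marked. The simulated cells of a group shared a single profile and differed only in depth and counting error. The interval result therefore cannot speak for variation between real cells or libraries. The share of cells with a UMI was 100.0% in deep and 88.5% in shallow simulated cells, and 54.0% and 52.7% after thinning.

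The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.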

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

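The tests of low depth and of granulocytes for the low-depth macrophage-like subcluster were written before the data were examined; all other tests described here were chosen only after the result was seen.

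The subcluster of macrophage-like and dendritic-like cells tested here was chosen as that with the lowest median depth, so its low depth is no finding. It had a median of 1169.5 UMIs against 12703 in the infiltrating-named subcluster, and few metabolic genes detected per cell. Low depth predicts that the metabolic share of UMIs would be alike in both, and the ratio of the shares was 1.04, so low depth remains a candidate explanation of the low numbers of detected genes. Granulocytes would have *S100a8* and *S100a9* at granulocyte levels, but granulocyte-like cells had at least 395.9 times the level of this subcluster, which excludes them. RNA of other cells in droplets with few UMIs predicts raised levels of genes of several cell types. The lowest of 4 ratios to the infiltrating-named subcluster was 4.56, for *Cd3d*, so such RNA may also contribute. The 4 genes do not include those of granulocytes, of which *S100a8* went the other way, with 142 CPM against 347 CPM, and *S100a9* had 206 CPM against 55.0 CPM, so not every gene of other cells was raised as much. No biological explanation given by the design was tested.

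*Acta2* UMIs in endothelial-like subclusters 8 and 10, nearly all from library 2, could come from RNA of smooth muscle-like cells. The share of such RNA that *Acta2* needs was 1.09 times the median share that 29 other smooth muscle genes need in the subcluster farther from 1, so this explanation is not excluded, and a change of the endothelial cells themselves was not tested separately. The gene list for this test was narrowed after a first version with more genes had been seen, and the outcome was the same in both versions. RNA of the cells with *Prg4*, *Cxcl5* and *Ptx3* of the same library was excluded as the source of *Acta2*, because *Acta2* was at least 17.7 times higher in the subclusters than in those cells. This criterion replaced the first one, a comparison of needed shares, after the first values were seen. The exclusion covers *Acta2* only. For 28 other genes high in those cells, the median needed share of their RNA was 25.4% in subcluster 8 and 25.1% in subcluster 10.

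*Ubd* UMIs in endothelial-like cells came almost wholly from library 4. A difference in depth does not explain this, since 42.5% of the endothelial-like cells of library 4 had a *Ubd* UMI after thinning and at most 0.0716% in any other library. Free RNA in that library would raise other classes to a like level, but the endothelial-like level was 4.83 times that of the next class. Whether this library is an allogeneic graft was not analysed here. If each suffix is 1 graft, 2 of the 4 libraries are allogeneic, and at least 1 allogeneic graft is then among the libraries with almost no cells of this subcluster.

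A group of 1032 cells, cluster 17, is described here because genes outside those the paper discusses led it. These genes were *Prg4*, *Cxcl5* and *Ptx3*. Nearly all of the cells came from library 2, with a median of 22756.5 UMIs, and in that library they also had *Dcn* at 6127 CPM, *Bgn* at 1299 CPM and *Col3a1* at 1033 CPM. Doublets of other cells were excluded as its source, since 32 genes were over 2 times their level in every other cluster apart from cluster 16, among them *Mt1* at 15273 CPM. What these cells are was not tested.

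Erythroid-like cells, 237 in number, are described here because hemoglobin genes are outside those the paper discusses. Free RNA was excluded, since their hemoglobin share of UMIs was at least 40.4 times that of the next class of the same library. No such class was named with at least 500 genes per cell.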

How the results depend on the processing

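A pair of alternatives for the endothelial-like share, the counting of dendritic-like cells or of cluster 19 as immune cells and the counting of cluster 17 as fibroblast-like were added after the data were seen, and no other test here was chosen after the result was seen.

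The mean number of genes per cell was 2657.7, and 2362.4 over all deposited cells or 2790.2 with at least 500 genes per cell. The median was 2496, and 2033 or 2658 under the same alternatives.

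The endothelial-like share was 32.1%. It was 27.1% at a resolution of 0.4, 30.5% at 1.6, 28.0% with doublets kept, 32.9% with at least 500 genes and 33.9% with 20 principal components. Leaving out 1 library gave 26.0% (without library 3) to 35.6% (without library 4). Of the alternatives added after the data were seen, leaving out cluster 16 gave 29.7% and counting cluster 7 gave 37.3%. The class was the largest under all settings.

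Macrophage-like cells were 62.0% of immune cells. The settings left this share within 61.3% to 62.7%, and leaving out 1 library gave 41.9% (without library 4) to 70.4% (without library 2). Counting dendritic-like cells as immune cells, also added later, gave 57.1%, and counting the 775 cells of unnamed cluster 19 gave 58.7%.

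The share of endothelial-like cells with a *Ubd* UMI was 3.66%. It was 4.06% with doublets kept and 2.15% after thinning, and fell to 0.261% at a resolution of 0.4 and 0.244% with at least 500 genes, where the cluster with the most *Ubd* had under 3 endothelial markers and stayed unnamed. Leaving out 1 library gave 0.292% (without library 4) to 5.93% (without library 3). In the subcluster with the highest *Ubd* level the share was 73.9%, with 0% (without library 4, 7 cells) to 74.4% (without library 1) when 1 library was left out. The cause of the other changes was not tested.

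A share is counted as alike where it stayed inside the 95% interval of the value first given, which covers counting error only, and as changed otherwise. Of the other class shares, that of T/NK-like cells stayed alike at 3 alternatives and changed at 6, that of cardiomyocyte-like cells at 3 and 6, that of macrophage-like cells at 4 and 5, those of granulocyte-like, B-like and smooth muscle-like cells at 5 and 4, and those of Schwann-like, dendritic-like, erythroid-like and pericyte-like cells at 1 and 8. That of fibroblast-like cells stayed alike at 3 and changed at 7, among them the counting of cluster 17, which gave 13.6%. The unnamed share changed at all 9, from 4.85% without library 1 to 18.7% without library 3.

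No paired analysis was possible because cells cannot be given to grafts. For the same reason edgeR, DESeq2, upper-quartile scaling, a replicate block, edgeR on cell counts, equal weighting of grafts and tests of subclusters within grafts were not run.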

Differences from the paper's values

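No test in this part was chosen after the result was seen. The paper's shares are of 38602 cells and the shares here are of 42395 cells. The alternatives named were set before the data were examined. Values are counted as different where one is over 1.5 times the other, so a value within that limit can still lie off the paper's.

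For fibroblasts the paper gives 26.29% and the value here is 11.2%, and none of the 9 alternatives came within 1.5 times of it. For granulocytes the paper gives 3.27% and the value here is 7.34%; only leaving out library 2 came within 1.5 times, with 3.83%, and the other 8 did not. For cardiomyocytes the paper gives 1.80% and the value here is 2.93%; a minimum of 500 genes, with 2.20%, and leaving out library 1, with 1.63%, came within 1.5 times, and the other 7 did not. For T and NK cells the paper gives 1.36% and the value here is 4.38%; only leaving out library 4 came within 1.5 times, with 1.48%, and the other 8 did not. For B cells the paper gives 1.24% and the value here is 0.764%; leaving out library 1, with 0.865%, or library 2, with 0.926%, came within 1.5 times though still below the paper's value, and the other 7 did not. For undefined cells the paper gives 0.05% and unnamed cells here are 9.45%, a difference that held at all 9 alternatives.

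Other shares were within 1.5 times of the paper's but not equal to them. For endothelial cells the paper gives 46.52% and the value here is 32.1%. The limit was passed at 6 of 9 alternatives, and not with at least 500 genes, with 20 principal components or without library 4. For macrophages the paper gives 14.01% and the value here is 20.4%. The limit was passed on leaving out any 1 library, and not at the other 5. The limit was also passed for pericytes at a resolution of 0.4 and without library 4, for smooth muscle cells at 0.4 and for the number of clusters at 1.6.

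The paper places *Tnf* among the genes of infiltrating macrophages, and here *Tnf* was 205 CPM in the infiltrating-named subcluster and 256 and 349 CPM in the resident-named subclusters. It describes low *Atf4*, *Brd2*, *Hspd1* and *Nxf1* in a macrophage subset, and in the low-depth subcluster here they had 182, 279, 152 and 92.0 CPM against 141, 246, 93.1 and 61.9 CPM in the infiltrating-named subcluster. The subset was not matched to a subcluster here.

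Among T/NK-like cells, *Cd69* was 54.7 CPM in the subcluster with the highest *Lef1* and *Tcf7*, which is led by genes of endothelial cells and granulocytes. The paper names *Cd69* with *Lef1* and *Tcf7* for its central memory CD8 T cells. No subcluster was matched to those cells here, so a difference from the paper is not established for these genes. *Tnf* was 24.7 CPM in the subcluster with the highest *Ifng* and *Zeb2*, and 58.7 CPM in another.

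The paper uses *Nr2f2* for venous cells, and here it was 484 CPM in the subcluster with lymphatic genes and 292 CPM in the venous-named one. *Vcam1* is itself a marker behind the venous name here. The paper ties it to 1 subset, and it was 1221 CPM in the subcluster with the highest *Ubd* and 1095 CPM in the venous-named one. The paper finds *Ubd* in almost all cells of its subset, and here 73.9% of the cells of that subcluster had a UMI. *H2-Q2*, which the paper names with *Ubd*, had 5 UMIs in the 499 endothelial-like cells with *Ubd* and 1 in the 13117 without. In CPM this was 0.680 (interval 0.221 to 1.59) and 0.0100 (interval 0.000254 to 0.0559). The direction is that of the paper, but the counts are few and 464 of the 499 cells came from library 4. *Ccr12* is not in the matrix.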

Other observations

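All observations in this part were made after the data were seen, and none was tested. No library is given a condition.

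Macrophage-like cells were 63.9%, 25.4%, 70.8% and 79.4% of the immune cells of libraries 1 to 4. Unnamed cells were left out of this count. With cluster 19, of whose 775 cells 772 came from library 4, counted as immune cells, the share of library 4 was 71.9%. The unnamed cells of library 4 had 3.93% of their UMIs from *S100a8* and *S100a9*.

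Interferon-response and antigen-processing genes made up 3.28%, 1.82%, 2.58% and 9.77% of the UMIs of endothelial-like cells in libraries 1 to 4, and 5.59%, 1.19%, 3.53% and 9.68% in macrophage-like cells. T/NK-like cells differed less, with 2.01%, 1.30%, 1.85% and 2.13%.

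Transcripts of other cells also differed between libraries. In endothelial-like cells, granulocyte genes were 0.301% of UMIs in library 2 and at most 0.00832% in the others. Red-cell genes were 1.94%, 0.283%, 0.666% and 0.595%, and cardiomyocyte genes 0.0714%, 0.0342%, 0.0368% and 0.0111% in libraries 1 to 4.

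Ribosomal protein genes ranged from 23.1% to 35.8% of UMIs over T/NK-like subclusters, from 3.06% to 18.4% over macrophage-like subclusters and from 7.96% to 17.2% over endothelial-like subclusters.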
